# Gain of Spontaneous *clpX* Mutations Boosting Motility *via* Adaption to Environments in *Escherichia coli*

**DOI:** 10.3389/fbioe.2021.772397

**Published:** 2021-11-24

**Authors:** Bingyu Li, Chaofan Hou, Xian Ju, Yong Feng, Zhi-Qiang Ye, Yunzhu Xiao, Mingyao Gu, Chunxiang Fu, Chaoliang Wei, Conghui You

**Keywords:** evolvable motility, spontaneous *clpX* mutations, ClpXP protease, protein degradation, motility-related reprogramming of gene expression, stress response, biofilm, *Escherichia coli*

## Abstract

Motility is finely regulated and is crucial to bacterial processes including colonization and biofilm formation. There is a trade-off between motility and growth in bacteria with molecular mechanisms not fully understood. Hypermotile *Escherichia coli* could be isolated by evolving non-motile cells on soft agar plates. Most of the isolates carried mutations located upstream of the *flhDC* promoter region, which upregulate the transcriptional expression of the master regulator of the flagellum biosynthesis, FlhDC. Here, we identified that spontaneous mutations in *clpX* boosted the motility of *E. coli* largely, inducing several folds of changes in swimming speed. Among the mutations identified, we further elucidated the molecular mechanism underlying the ClpX^V78F^ mutation on the regulation of *E. coli* motility. We found that the V78F mutation affected ATP binding to ClpX, resulting in the inability of the mutated ClpXP protease to degrade FlhD as indicated by both structure modeling and *in vitro* protein degradation assays. Moreover, our proteomic data indicated that the ClpX^V78F^ mutation elevated the stability of known ClpXP targets to various degrees with FlhD as one of the most affected. In addition, the specific tag at the C-terminus of FlhD being recognized for ClpXP degradation was identified. Finally, our transcriptome data characterized that the enhanced expression of the motility genes in the ClpX^V78F^ mutations was intrinsically accompanied by the reduced expression of stress resistance genes relating to the reduced fitness of the hypermotile strains. A similar pattern was observed for previously isolated hypermotile *E. coli* strains showing high expression of *flhDC* at the transcriptional level. Hence, *clpX* appears to be a hot locus comparable to the upstream of the *flhDC* promoter region evolved to boost bacterial motility, and our finding provides insight into the reduced fitness of the hypermotile bacteria.

## Introduction

Bacterial motility is one of the most extensively studied biological processes. Flagellar motility helps bacteria to reach favorable environments (Fenchel, 2002), and bacterial flagella also play a crucial role in biofilm formation (Guttenplan and Kearns, 2013) and colonization (Ageorges et al., 2020). Flagellum is a complex organelle, and more than 50 genes are required for flagellar biosynthesis in *Escherichia coli* and *Salmonella typhimurium*. The biosynthesis and operation of flagella are energy-consuming processes, costing 2% of the biosynthetic energy in *E. coli* (Soutourina and Bertin, 2003; Fontaine et al., 2008). Highly motile cells of *E. coli* were observed to show reduced biomass (Wang and Wood, 2011) or growth fitness (Ni et al., 2017) when compared to weakly motile cells. Thus, there is a trade-off between motility and growth, and bacteria need to coordinate flagellum biosynthesis well with cellular growth. As a result, both the synthesis and the function of flagella are finely tuned.

Flagellum biosynthesis is regulated by a hierarchy system in enterobacteria (Soutourina and Bertin, 2003). On the top of the hierarchy, there is only the Class I master regulator, FlhDC. FlhDC activates the expression of all the other flagellar genes belonging to Class II and Class III of the entire flagellar cascade in a direct or indirect mode. Among the Class II genes, *fliA* encodes the sigma 28 (sigma F) factor which activates the expression of flagellar genes in Class III (Fitzgerald et al., 2014). *E. coli* applies many transcriptional factors to tightly control the expression of the *flhDC* operon, including Crp, NtrC, CysB, HNS, and LrhA (Keseler et al., 2017). At the posttranslational level, FlhDC is degraded by the ClpXP ATP-dependent protease in *S. typhimurium* (Tomoyasu et al., 2003) and enterohaemorrhagic *E. coli* (Kitagawa et al., 2011) as the FlhDC complex was accumulated when ClpX was deleted in these species. Studies *in vitro* demonstrated that ClpXP could directly recognize and degrade the FlhDC complex, but the tag sequence of FlhDC recognized by ClpXP remains obscure (Takaya et al., 2012).

Intriguingly, bacterial motility shows a very strong evolvable feature depending on the environment. Evolutionary experiments demonstrated that hypermotile *E. coli* could be isolated from cultures of non-motile *E. coli* grown on soft agar plates (Barker et al., 2004; Wang and Wood, 2011; Lee and Park, 2013; Fahrner and Berg, 2015; Zhang et al., 2017) or grown in resting liquid culture without shaking (Parker et al., 2019). Most of these hypermotile isolates carried transposition of insertion sequence (IS) elements to the upstream of the *flhDC* promoter region, which upregulates the expression of this operon and the entire flagellar cascade greatly. Alternatively, some of the isolates showed increased expression of *flhDC* by carrying mutation in LrhA (Lee and Park, 2013; Parker et al., 2019), a repressor of *flhDC* (Lehnen et al., 2002). Thus, evolved mutations increased transcriptional expression of FlhDC and enhanced bacterial motility largely. Recently, several evolutionary studies starting with motile *E. coli* strains identified mutants carrying single-point mutations in ClpX during the process of evolution (Fraebel et al., 2017; Liu et al., 2019). One reported an evolved mutant carrying ∼30% higher motility than the parent strain (Fraebel et al., 2017), whereas the evolved mutant in other reports did not show significantly enhanced motility (Liu et al., 2019). Therefore, evolved mutations controlling FlhDC degradation by ClpXP at the posttranslational level also enhanced bacterial motility, but slightly.

In this work, we found that the spontaneous mutations in *clpX* could boost bacterial motility largely, making *clpX* a hot locus comparable to the upstream of the *flhDC* promoter region during the evolution of bacterial motility. We further revealed the molecular mechanism of the identified ClpX mutants that mediated FlhDC accumulation, characterized the degradation signal of FlhDC recognized by ClpXP, and reasoned the trade-off between motility and growth fitness at the molecular level.

## Results

### Phenotypes of Hypermotile *E. coli* Identified

The *E. coli* K-12 wild-type strain NCM3722 is a non-motile strain (Cremer et al., 2019) (Supplementary Figure S1) since it carries a lone missense mutation (N87K) in the gene of *fliC* which encodes flagellin (Lyons et al., 2011), possibly affecting the function of its flagella. Thus, this mutated *fliC* of NCM3722 was complemented to the wild-type *fliC* of another widely used *E. coli* K-12 wild-type strain MG1655, resulting in the parent strain, CY598. With the complemented FliC, CY598 was weakly motile on the soft agar plate (Supplementary Figure S1). In order to obtain hypermotile mutants, CY598 was inoculated into a soft agar plate, and the appearance of swimming zones was recorded at different time points (Figure 1A). After incubation for 120 h, big swimming zones appeared (Figure 1A). Two strains (CY706 and CY708) were isolated from different areas of the swimming zones, and their motility was tested. When compared to the parent CY598, they showed 2–3 folds higher swimming motility in soft agar plates (Figure 1B) and approximately 10-fold faster swimming speed under the microscope (Figure 1C, Supplementary Videos S1–S3). The flagella produced by these strains were further observed under the transmission electron microscope (TEM) (Figure 1D). CY706 and CY708 produce a much larger number of flagella than the parent CY598, supporting the hypermotility of the two strains. Then, we investigated the expression level of genes involved in motility by quantitative real-time PCR (qRT-PCR). The expression of several example genes in Class I, II, and III of the entire flagellar cascade was tested (Figure 1E). The genes in Class II and III showed >30 folds increased expression in CY706 and CY708 as compared to that in CY598. However, there were no significant expression changes of *flhDC*, encoding the master regulator of motility regulon in Class I. Consequently, we assessed the protein amount of FlhD by western blots and found that the FlhD protein was highly accumulated in both CY706 and CY708 (Figure 1F). Thus, the accumulation of FlhD protein in these evolved strains might mediate the hypermotile phenotype observed.

**FIGURE 1:**
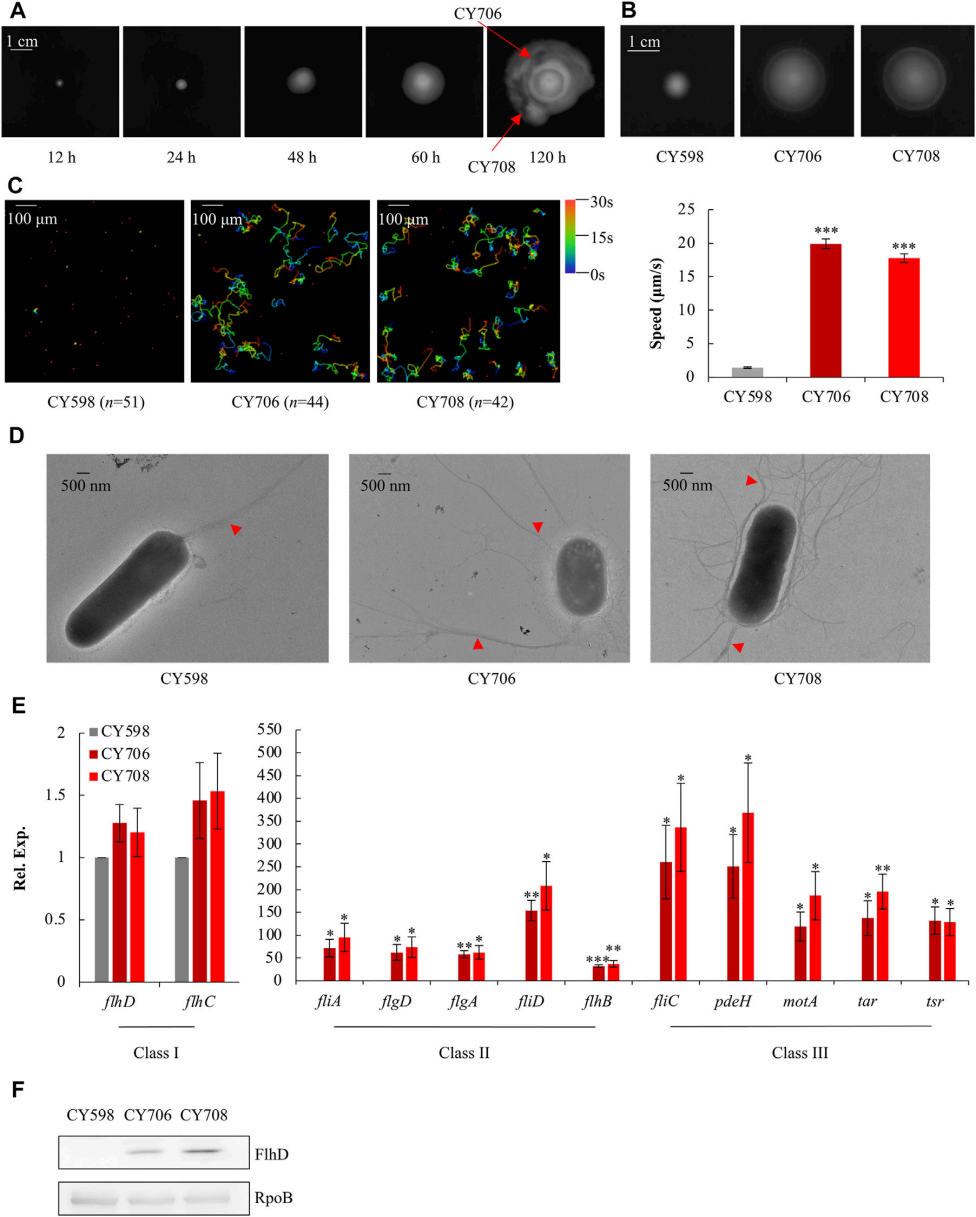
Isolation and characterization of hypermotile mutants evolved from CY598. **(A)** The swimming zones formed by CY598 on the soft agar plate (0.4%) at different time points at 37°C. Putative hypermotile mutants were isolated from arrowed areas. **(B)** Swimming motility of the three strains on soft agar plates (0.25%) after 6-h incubation at 37°C. Three independent cultures were tested, and one representative image is shown. **(C)** Swimming speed of the three strains in liquid culture. The left plots showed the trajectories of the single-cell movement of the three strains. The rainbow colors correspond to the tracking time, and “*n*” represents the number of the cells tracked in the image. The swimming speed was expressed as the average ±S.E.M. in the right plots, calculated from 128 to 141 individual trajectories combined from three independent experiments. ***p ≤ 0.001 *versus* the swimming speed of the wild-type strain, CY598. **(D)** Flagella production of single cells of the three strains. One representative image of at least three independent cultures is shown. Red arrows mark representative flagella. **(E)** The expression of example genes selected from Class I, Class II, and Class III flagella genes in the three strains detected by qRT-PCR. The mRNA level of each gene in CY598 was normalized to 1, and that CY706 and CY708 were determined relative to this value. The relative expression was shown as the average ±S.E.M. of three independent experiments. *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001 *versus* the relative expression by the wild-type strain, CY598. **(F)** The protein levels of FlhD in the three strains. RpoB was used as a loading control. Three independent western blots were tested, and one representative result is shown.

### ClpX^V78F^ Induced High Accumulation of FlhDC in the Hypermotile Strain

To find out the possible reasons that induced the accumulation of FlhD in CY706 and CY708, we performed whole-genome sequencing of CY598, CY706, and CY708. As compared to the genome of CY598, we found that CY706 and CY708 shared one common point mutation. This common G232T mutation located at the 232nd nucleotide in the *clpX* gene, which leads to the change of amino acid in the ClpX protein from valine to phenylalanine at position 78, giving the mutated ClpX^V78F^ (Figure 2A). This V78F mutation was located in the large AAA+ domain of ClpX (Stinson et al., 2013) (Figure 2B). The shared ClpX^V78F^ mutation might explain the highly motile phenotype mediated by the accumulation of FlhD that we observed both in CY706 and CY708.

**FIGURE 2:**
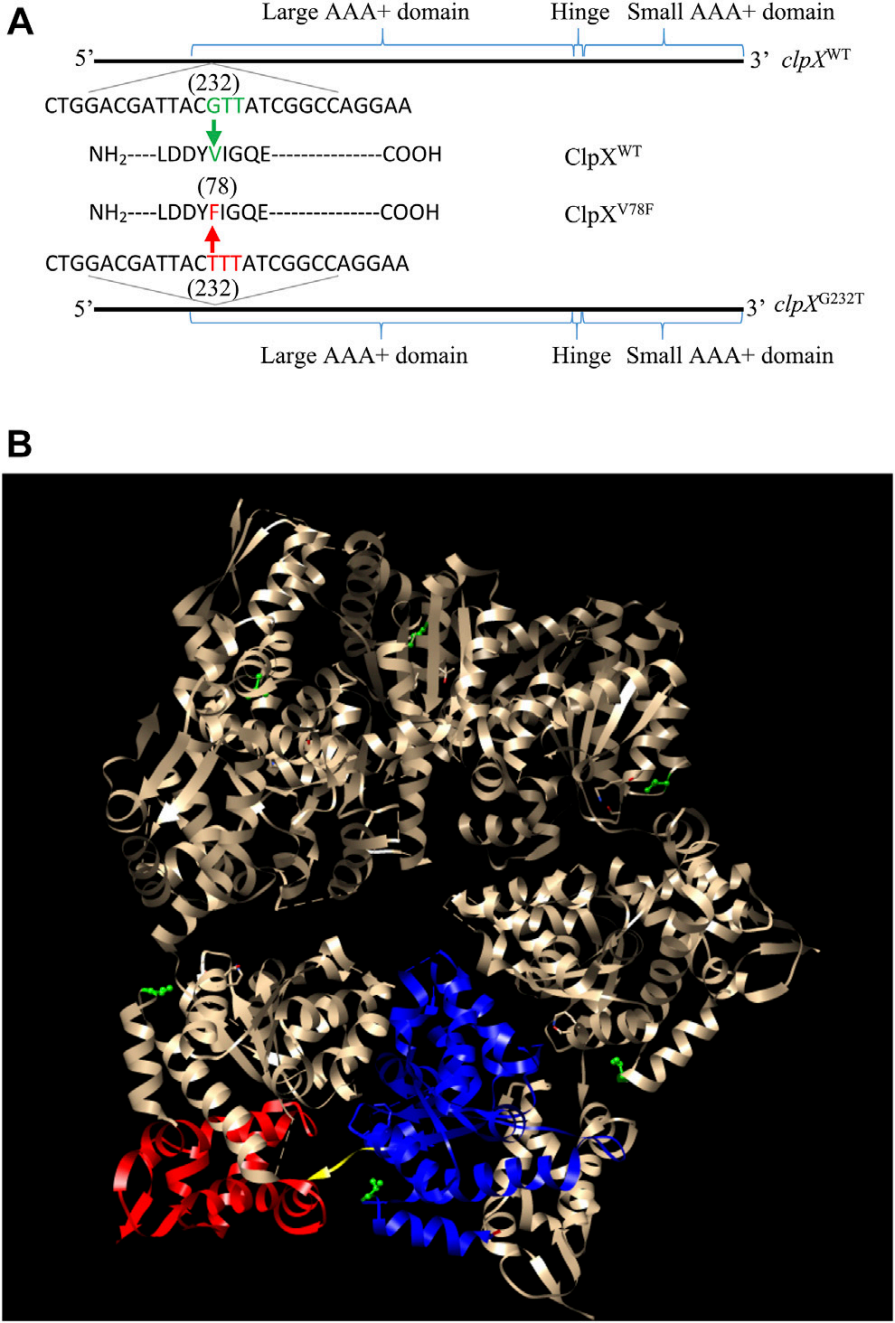
Identification of the ClpX^V78F^ mutation in the hypermotile isolates of CY706 and CY708. **(A)** The DNA and amino acid sequence of the *clpX* variant identified. The corresponding positions of the large AAA+ domain, small AAA+ domain, and the hinge of the ClpX protein in its DNA sequence are marked. The G232T mutation in the *clpX* gene changed the codon of valine (GUU) into the codon of phenylalanine (UUU), resulting in ClpX^V78F^. **(B)** The structure of a ClpX hexamer (PDB code 3HTE) (Glynn et al., 2009). The 78th valine (V78) in Chain A-F has been highlighted in green (ball and stick). Chain B of the hexamer was used for showing the large AAA+ domain (blue ribbon), small AAA+ domain (red ribbon), and the hinge (yellow region). The highlighting of domains and residues was performed using the software Chimera 1.14 (Pettersen et al., 2004).

To verify this point, using the λ Red system (Datsenko and Wanner, 2000), we replaced the wild-type *clpX* gene in the parent strain CY598 by the mutated *clpX* (G232T), resulting in the strain CY1102, and complemented the mutated *clpX* (G232T) in the hypermotile strain of CY708 with the wild-type *clpX* gene in parallel, resulting in the strain CY1166. Then, their motility, flagella, and the amount of FlhD protein were individually assayed. Similar to CY708 and CY706 (Figures 1B,C), CY1102 carrying ClpX^V78F^ was highly motile (Figure 3A, Supplementary Video S4) and produced larger number of flagella (Figure 3B). In contrast, CY1166 carrying wild-type ClpX was weakly motile (Figure 3A, Supplementary Video S5) and produced less flagella (Figure 3B), exhibiting a similar phenotype as the parent CY598 (Figures 1B,C). In consistence with these observations, FlhD was accumulated highly in CY1102 to a similar level as that observed in CY708, but no accumulation of FlhD was observed in CY1166 (Figure 3C). At the same time, FlhC of the FlhDC regulator was also identified to be highly accumulated in the ClpX^V78F^ background (Supplementary Figure S2). These evidences suggested that it was the mutated ClpX^V78F^ that mediated the accumulation of FlhDC and enhanced the motility. Moreover, we monitored the protein level of FlhD in the ClpX null background because the FlhDC complex was highly accumulated in the absence of the ClpXP protease (Tomoyasu et al., 2003; Kitagawa et al., 2011). Interestingly, the amount of FlhD was increased to a similar level in the ClpX null background as that observed in the ClpX^V78F^ background (Figure 3C). Thus, the V78F mutation in ClpX seems to inactivate the ability of the ClpXP to hydrolyze FlhD completely. All lines of evidences suggested that the *clpX* ^G232T^ mutation contributed to the hypermotile phenotype observed.

**FIGURE 3:**
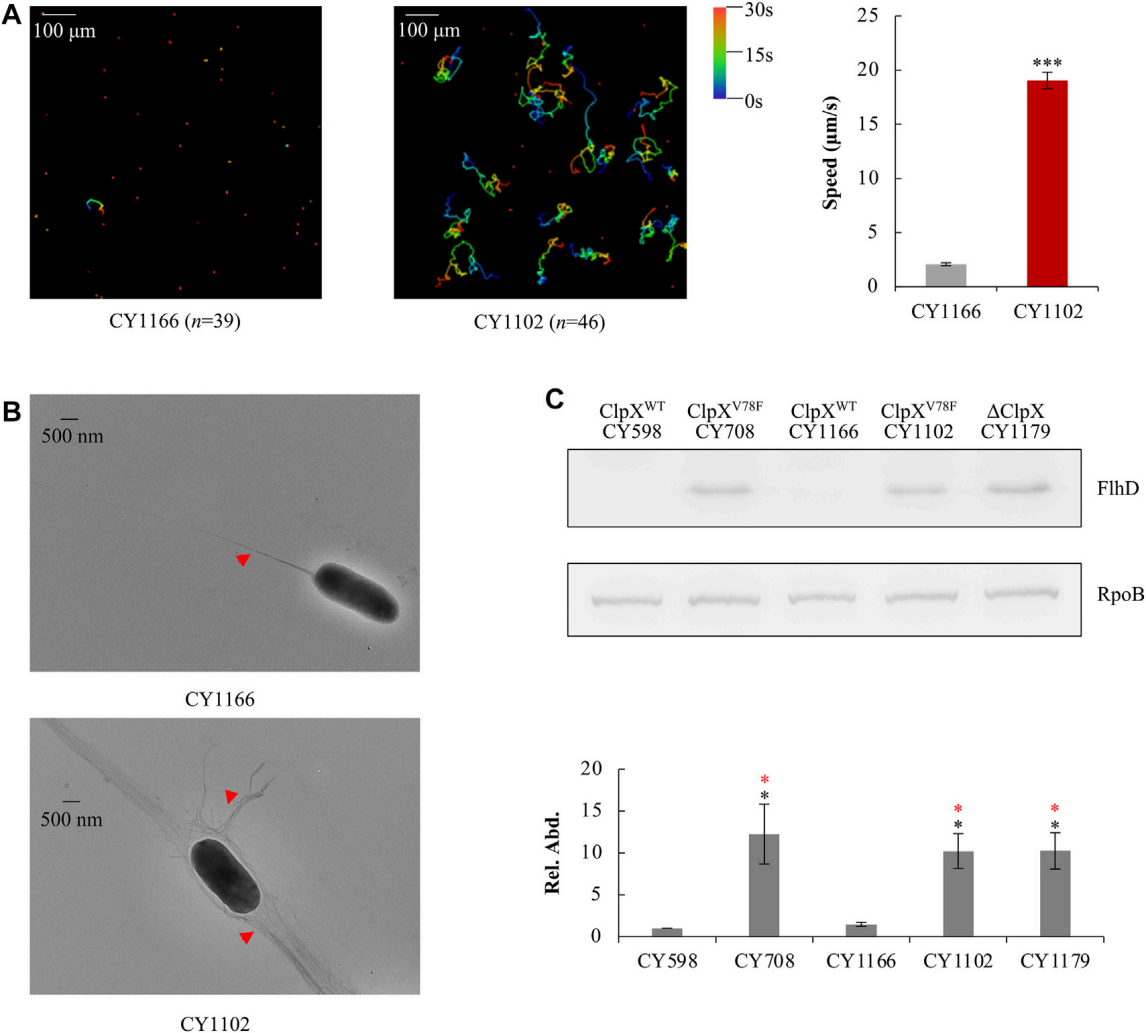
Effect of ClpX^V78F^ on FlhD accumulation in the hypermotile mutants. **(A)** Swimming speed of the two strains in liquid culture. The left plots showed the trajectories of the single-cell movement of the two strains. The rainbow colors and “*n*” were indicated as shown in Figure 1C. The swimming speed was expressed as the average ±S.E.M. in the right plots, calculated from 135 to 165 individual trajectories combined from three independent experiments. ***p ≤ 0.001 *versus* the swimming speed by CY1166. **(B)** Flagella production of single cells of the two strains. Image was shown as that in Figure 1E. **(C)** The protein levels of FlhD in the five strains. RpoB was used as a loading control. One representative result of the western blots is shown in the upper plot. The protein level of FlhD in CY598 was normalized to 1, and that in other strains was determined relative to this value. The relative protein level (Rel. Abd.) is shown as the average ±S.E.M. of the three independent experiments in the lower plot. *p ≤ 0.05 *versus* the relative protein level in CY598 (black) or CY1166 (red).

### Identification of More Hypermotile Mutants Carrying Spontaneous Mutations in the *clpX* Gene

People had reported that single-point mutations in *clpX* could enhance the motility in *E. coli* (Fraebel et al., 2017; Liu et al., 2019)*.* Although the reported influence of these mutations on bacterial motility was much less than the enhancement induced by the ClpX^V78F^ mutation identified here, these observations indicated that the gene of *clpX* could be a hot locus to boost bacterial motility.

To further explore this point, applying the same method (Figure 1A), we performed a second round of selection for the hypermotile mutants. Intriguingly, more isolates carrying different point mutations in the *clpX* gene were characterized. Out of the total 18 hypermotile strains we isolated, four mutants carried the same Q289* (C865T) mutation (* indicates stop codon) and one mutant carried an L317R (T950G) mutation (Supplementary Figure S3). Thus, these evidences suggested that the gene of *clpX* could be a hot locus mutated spontaneously to boost bacterial motility.

How would these mutants induce the hypermotile phenotype? In the case of the ClpX carrying the Q289* mutation (Supplementary Figure S3), a truncated ClpX without the hinge and the small AAA+ domain would be generated (Stinson et al., 2013), which would lose its ability to degraded FlhDC. In the case of the ClpX carrying L317R mutation, the residue of L317R was localized in the hinge domain of ClpX (Supplementary Figure S3) (Glynn et al., 2012). Since leucine and arginine show distinct biochemical features with one hydrophilic and the other hydrophobic, the L317R mutation would affect the protease function of ClpX by changing the hinge structure. However, in the case of the ClpX carrying V78F mutation, it was not straightforward to predict the effect that this mutation would bring to the function of the mutated ClpX. The residue of V78F was located in the large AAA+ domain of ClpX (Stinson et al., 2013) (Figure 2). Since both valine and phenylalanine are hydrophobic amino acids except that they carry different sizes of side chains, it is quite a mystery how this V78F mutation would inactivate the ability of the ClpXP to hydrolyze FlhD (Figure 3C). Thus, the following study was to discover the molecular mechanism of ClpX^V78F^ mediated high accumulation of FlhDC.

### Molecular Mechanisms of FlhDC Accumulation Mediated by ClpX^V78F^

We had shown that the FlhD in the ClpX^V78F^ background was accumulated to a similar level as that in the ClpX null background (Figure 3C). What could be the reasons? First, one possibility is that the protein of ClpX^V78F^ is unstable so that it makes strains carrying ClpX^V78F^ as a ClpX null strain. This hypothesis was ruled out by the observation that the protein level of the two types of ClpX proteins showed no significant difference between the ClpX^V78F^ mutants and the strains carrying the wild-type ClpX (Supplementary Figure S4). Next, ClpXP is an ATP-dependent protease (Fei et al., 2020). The structure study indicated that ATP bound to ClpX *via* contacting the side chains of V78 and I79 (Stinson et al., 2013). When both V78 and I79 were mutated into A with a very smaller side chain, the mutated ClpX required a higher concentration of ATP to support ATP hydrolysis and protein degradation *in vitro* (Stinson et al., 2013). Will the single V78F point mutation carrying a bigger side chain affect the ATP binding to ClpX by itself? To answer this question, using the I-TASSER server (Yang and Zhang, 2015), we modeled the structure of ClpX^V78F^ by specifying chain A of the reported wild-type ClpX structure (PDB code 4I81) as the template. Compared to V78 in the wild-type ClpX (Figure 4A), the F78 in the mutated ClpX was much closer to the bound ATPγS (Figure 4B). The bulky aromatic side chain of F78 protruded into the ATP-binding pocket and occupied a substantial part of the pocket (Figures 4C,D). As a result, it will be difficult for ATP to bind to the ClpX^V78F^ due to the steric hindrance effect produced by the bulky side chain of the F78 residue. Thus, the mutated ClpXP might lose its ability to degrade FlhDC.

**FIGURE 4:**
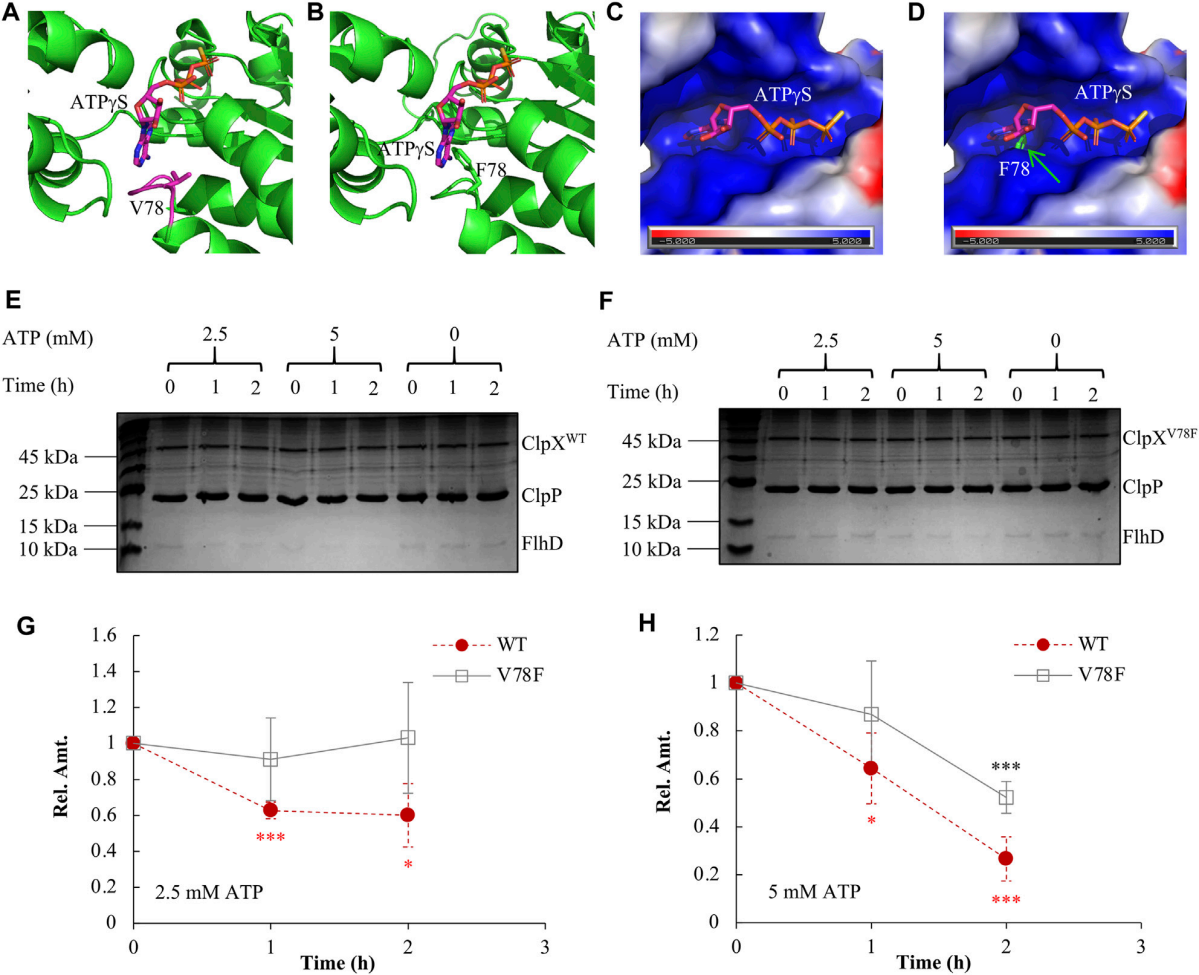
Elucidating the molecular mechanism of FlhDC accumulation mediated by ClpX^V78F^. **(A)** The 3D structure of the wild-type ClpX interacting with ATPγS (PDB code 4I81). **(B)** The modeled 3D structure of the ClpX^V78F^ interacts with ATPγS. In **(A)** and **(B)**, ATPγS and V78/F78 are rendered as sticks while all other parts are shown as cartoon. The interaction mode between ATPγS and the ClpX^V78F^ is modeled by superposing the Cα atoms of ClpX^V78F^ to those of wild-type ClpX (chain A of PDB code 4I81). **(C)** The molecular surface representation of the ATP-binding pocket of wild-type ClpX. The surface is colored according to the electrostatic potential calculated using the APBS tool (Baker et al., 2001; Dolinsky et al., 2004) in PyMOL, where blue and red colors, respectively, indicate positive and negative potential. The electrostatic potential of the binding pocket is mainly positive, which is complementary to the negative charge of ATP especially in the three phosphate groups. **(D)** The molecular surface of the wild-type ClpX superposed with ClpX^V78F^. The F78 of ClpX^V78F^ is rendered as sticks, and it protrudes from the molecular surface of the wild-type ClpX introducing a steric hindrance effect at the binding pocket of ATPγS. **(E)** The *in vitro* degradation assay with ClpX^WT^P for FlhD. As indicated, a proper amount of ClpX^WT^ (2 μM), ClpP (4.3 μM), and FlhD (0.65 μM) was incubated together at the presence of 0, 2.5, or 5 mM ATP. The reaction mix obtained at time 0, 1, and 2 h was checked using SDS-PAGE electrophoresis followed by Coomassie-brilliant-blue staining. The shown result is a representative of three independent experiments. **(F)** The *in vitro* degradation assay with ClpX^V78F^P for FlhD. The assay was performed as described above in Figure 4E, except using ClpX^V78F^ (2 μM) instead of ClpX^WT^ (2 μM). The shown result is a representative of three independent experiments. **(G–H)** FlhD quantification during the process of *in vitro* degradation at the presence of 2.5 mM **(G)** or 5 mM **(H)** ATP. The protein bands of FlhD in panels **(E)** and **(F)** were quantified using the software ImageJ. The amount of FlhD at time 0 h was set as 1, and that at other time points was determined relative to this value. FlhD degradation at the presence of 0 mM ATP was used as a control for normalization. The FlhD relative amount (Rel. Amt.) is shown as the average ±S.E.M. of the three independent experiments. *p ≤ 0.1, ***p ≤ 0.01 *versus* the FlhD relative amount at time 0 h in the reaction with ClpX^WT^ (red) or that in the reaction with ClpX^V78F^ (black).

We further purified ClpX^WT^ and ClpX^V78F^ and compared their *in vitro* ability of protein degradation using FlhD as the target. We found that the wild-type ClpXP protease degraded FlhD effectively at the presence of either 2.5 millimolars (mM) or 5 mM ATP (Figure 4E, Figures 4G–H). As expected, it showed higher degradation efficiency with a higher concentration of ATP. In contrast, the degradation activity of the mutated ClpXP protease was largely impaired (Figure 4F, Figures 4G–H). No FlhD degradation was observed at 2.5 mM ATP, but a partial activity of FlhD degradation existed at 5 mM ATP, indicating a higher ATP concentration could slightly restore the protease function of the mutated ClpXP. These results indicate that the V78F mutation affected the affinity of ClpX^V78F^ to ATP and, therefore, the activity of the mutated ClpXP protease during degradation of FlhD, which is consistent with the prediction described above using the structure-modeling methods. In other words, ClpX^V78F^ is more sensitive to deprivation of ATP than ClpX^WT^, at least during degradation for certain targets like FlhD. Given that under most environmental conditions, the ATP level within bacterial cells is limited and tightly tuned (Chapman et al., 1971; Sielaff et al., 2018; Meyrat and von Ballmoos, 2019), and a single-point mutation such as ClpX^V78F^ could extensively affect the stability of many proteins and physiological processes.

Moreover, this ClpXP mutant might fail to hydrolyze other protein targets accordingly. To verify this point, we integrated a global proteome study with a transcriptome study to investigate how the other targets of ClpXP changed among the ClpX^V78F^ mutants, and the ClpX null and wild-type strains. A target of ClpXP protease was expected to show changes at the protein level but not at the transcription level. Including FlhD and FlhC, eight targets of ClpXP protease (Flynn et al., 2003; Nagashima et al., 2006) were identified to show significant changes solely at the protein level (Figure 5A). As expected, the FlhD protein accumulated in the strains carrying ClpX^V78F^ to a level comparable to that in the ClpX null strain, which fitted to the previous data of the western blots well (Figure 3C). Interestingly, the other five proteins, including FlhC, RseA, RecN, MoaA, and ZapC, were changed similarly as the FlhD protein among these strains. But two of them (RpoS and YbaQ) were affected differently as their protein amount accumulated more in the ClpX null background when compared to the ClpX^V78F^ background. Given that the bulk of the targets of ClpXP protease identified in this work showed similar changes in the ClpX null background and in the ClpX^V78F^ background, this supported our hypothesis that this point mutation of ClpX^V78F^ inactivated most of its protease activity *via* affecting ATP binding. However, the mutated ClpXP protease could still retain slight residue ability to degrade some targets possibly including RpoS and YbaQ as we identified here, indicating ClpXP protease could have varied specificity to its targets.

**FIGURE 5:**
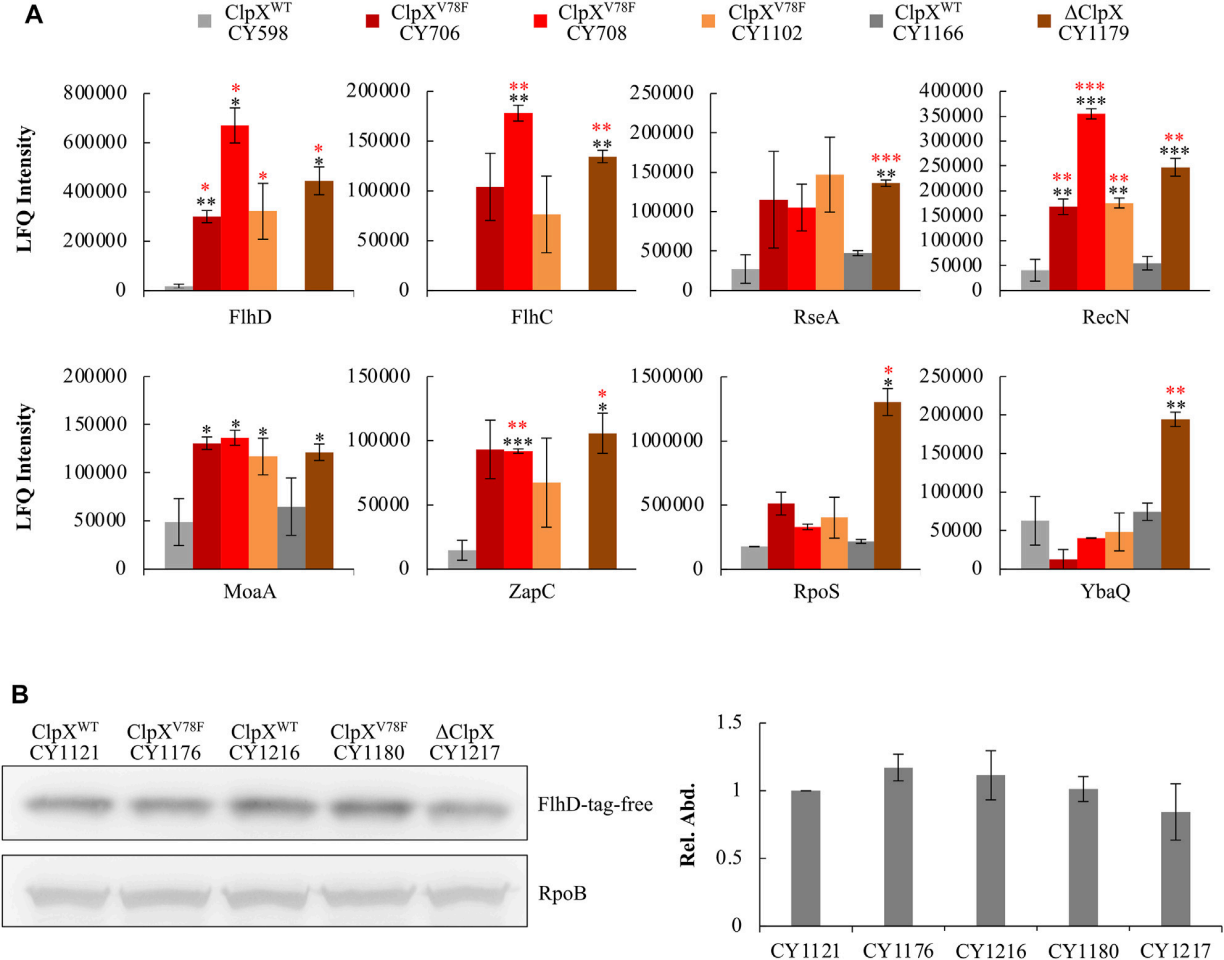
Response of known ClpXP targets to the ClpX^V78F^ mutation and identification of the specific tag of FlhD recognized for ClpXP degradation. **(A)** Proteomic results showing the expression of proteins identified to be degraded by ClpXP protease in the six strains. The data were expressed as average ±S.E.M. of the two to three independent proteomic assays. *p ≤ 0.1, **p ≤ 0.05, ***p ≤ 0.01 *versus* the expression of proteins by CY598 (black) or CY1166 (red). **(B)** The western blot result showing protein levels of the C-terminal tag deleted FlhD (FlhD-tag-free) in strains carrying ClpX^WT^, ClpX^V78F^, or deleted ClpX. Strains harboring the chromosomal FlhD-tag-free were individually derived from CY598 (ClpX^WT^), CY708 (ClpX^V78F^), CY1166 (ClpX^WT^), CY1102 (ClpX^V78F^), and CY1179 (∆ClpX). RpoB was used as a loading control. One representative result of the western blots is shown **(left plot).** The protein level of FlhD-tag-free in CY1121 was normalized to 1, and that in other strains was determined relative to this value. The relative protein level is shown as the average ±S.E.M. of the three independent experiments **(right plot)**.

### Identification of the Degradation Signal of FlhDC Recognized by ClpXP

Although FlhDC is reported to be degraded by ClpXP, the degradation signal recognized by ClpXP has never been reported. Since FlhC could not be degraded by ClpXP without forming a complex with FlhD (Takaya et al., 2012), FlhD might contain the degradation signal. Since the C-terminal five amino acid residues (RKKRA) of FlhD are highly similar to the reported degradation signals (RKKAI) of the other proteins recognized by ClpXP (Flynn et al., 2003), the C-terminal RKKRA of FlhD could function as the signal tag for ClpXP recognition. Indeed, when we deleted the C-terminal five amino acid residues, the truncated FlhD accumulated in the ClpX wild-type background to a similar level as that observed in the ClpX^V78F^ and ClpX null mutants (Figure 5B). Additionally, the amount of wild-type FlhD accumulated in the ClpX^V78F^ background was comparable to the amount of the truncated FlhD detected in the ClpX^WT^ or ClpX^V78F^ background (Supplementary Figure S5). Therefore, the C-terminal RKKRA of FlhD functioned as the signal tag for ClpXP recognition. As a result, ClpXP directly regulates FlhDC *via* hydrolysis in *E. coli* K-12 strains *in vivo* in a way similar to that it degrades other known protein targets.

### Antagonistic Expression Between Motility Genes and Genes Relating to Biofilm Formation and Stress Response

Finally, we analyzed the transcriptome of these hypermotile (CY706, CY708, CY1102) and weakly motile strains (CY598, CY1166) systematically. In this process, we could reveal the FlhD or FliA regulons by identifying genes that were expressed similarly as the flagella genes. In parallel, since flagella synthesis is energetically expensive (Soutourina and Bertin, 2003; Fontaine et al., 2008), flagella synthesis in the hypermotile mutant might affect the biosynthesis of other processes and the corresponding genes, and our global transcriptome study could discover those genes. Indeed, we obtained both up- and down-expressed genes in the hypermotile strains. In total, 114 genes were identified as differentially expressed, with 85 genes being upregulated and 29 genes being downregulated in the hypermotile strains (Supplementary Table S1, Figure 6A).

**FIGURE 6:**
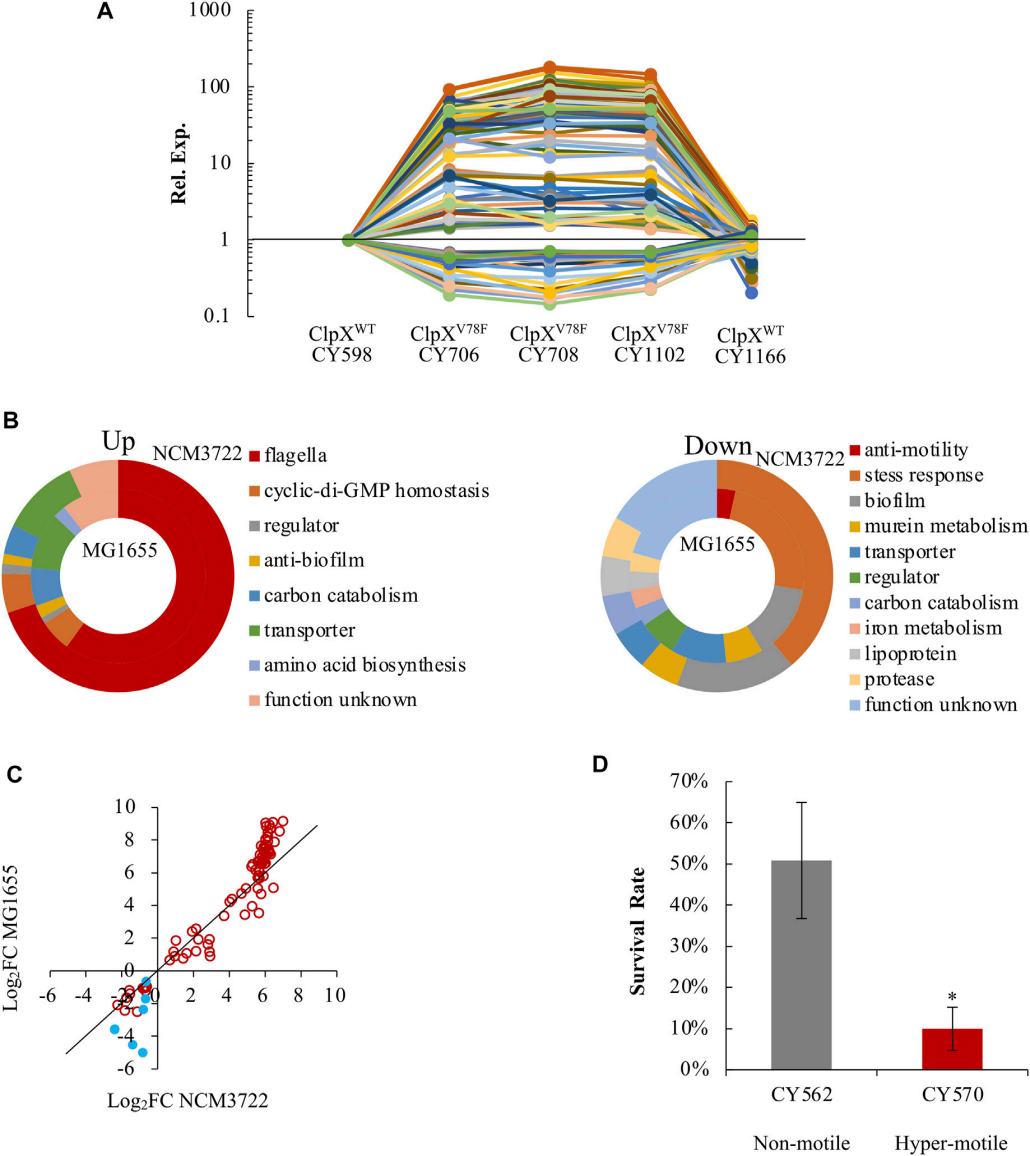
*E. coli* reprograms its global gene expression when changing from non(weak)-motile to hypermotile status. **(A)** The expression trends of the 114 DEGs among the hypermotile strains (CY706, CY708, CY1102) and weak-motile strains (CY598, CY1166). See Supplementary Table S1. The expression of each gene in CY598 was normalized to 1, and that in other strains was determined relative to this value. The relative expression is shown as the average of the three independent RNAseq assays. **(B)** Diagrams grouping the upregulated genes **(upper)** and downregulated genes **(lower)** obtained between the hypermotile strains *versus* the non(weak)-motile strains by the known functions of their gene products. The percentage of the genes’ number in each functional group is shown. See Supplementary Table S1. The results obtained in the NCM3722 and MG1655 background are, respectively, shown in the outer and inner doughnut charts. **(C)** The fold change (FC) of the expression of the 91 genes between the hypermotile and non(weak)-motile strains in NCM3722 background was plotted against that in MG1655 background. The data were shown as Log_2_FC. Genes encoding known stress-response factors were highlighted as blue solid circles. To guide eyes, the black line is shown as y = x. **(D)** The survival rate of non-motile and hypermotile MG1655 strains after 5-min challenge of pH 2.5. The survival rate is shown as the average ±S.E.M. of the three independent experiments. *p ≤ 0.05 *versus* the survival rate of CY598.

As expected, the bulk of these upregulated genes were reported to be regulated by FlhDC in a direct or indirect mode, including the 51 flagella genes and genes encoding phosphodiesterases which hydrolyze c-di-GMP (Figure 6B). We further identified that four additional genes (*argI*, *lgoT*, *rcsA*, and *yahA*) were also regulated by FlhDC in a direct or an indirect mode since their expression was reduced significantly when FlhDC was deleted (Supplementary Figure S6). We noted that the gene of *yahA* (*pdeL*) encodes a c-di-GMP-specific phosphodiesterase. The FlhDC-regulated PdeH c-di-GMP phosphodiesterase was well-studied which maintains the low c-di-GMP level in order to promote motility (Guttenplan and Kearns, 2013; Serra and Hengge, 2019). The PdeL identified here could be another phosphodiesterase controlled by FlhDC directly or indirectly which works together with PdeH to control the level of c-di-GMP (Reinders et al., 2016).

Interestingly, a bulk of these downregulated genes functioned in biofilm formation, including *bhsA*, *qseBC,* and *ecpB* (Zhang et al., 2007; Garnett et al., 2015; Li et al., 2020), and functioned in stress response resistance, especially acid stress, including *gadW*, *gadX*, *hdeD*, *slp*, *ygiW*, *uspD*, and *iraP* (Nachin et al., 2005; Burton et al., 2010; Krin et al., 2010; Lee et al., 2010; Seo et al., 2015; Dorich et al., 2019) (Supplementary Table S1, Figure 6B). As a result, genes involved in the bacterial motility and genes related to biofilm formation and stress response seemed to show antagonistic expression.

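RNAseq was performed on 2 *E. coli* MG1655 strains, the non-motile CY562 and the hypermotile CY570, which Supplementary Table S2 lists as laboratory stocks of different origin. Each strain was sequenced as 2 libraries from independent RNA extractions, with cells taken at an OD600 of about 0.4 and grown in N-C- minimal medium that held glucose at 22 mM and NH4Cl at 20 mM. For each library the authors deposited the number of reads counted on each of 4498 annotated features of the MG1655 reference chromosome, without normalization, and the RPKM made from these counts. The paper's text does not name the aligner, the counting tool, or how strand and repeated sequences were treated. The total counts were 10221603 and 10814743 in CY562 replicates 1 and 2, and 10602464 and 10368951 in CY570 replicates 1 and 2. The smallest share that 3 counts can show at this depth was between 2.77e-07 and 2.93e-07 of a library, which covers counting error only.
Of the 236 features under 150 nt, 2 had a count above 0 in any library, so that short RNAs were hardly measured. The transfer-messenger RNA *ssrA* took between 7.94% and 8.45% of the counts of a library. Ribosomal RNA took 0.944% and 2.24% of the counts in the CY562 replicates, and 4.35% and 0.82% in the CY570 replicates. The libraries of each strain differed by more than the sampling noise, with a chi-square per degree of freedom of 43.1 in CY562 and 109 in CY570, and were treated as separate replicates.
Counts were normalized with edgeR's TMM method and tested with edgeR's quasi-likelihood test on the 3972 features with at least 10 counts in at least 2 libraries. Differentially expressed genes (DEGs) were called with the paper's thresholds, a change of at least 1.5-fold and a Benjamini-Hochberg adjusted p under 0.01. An exact permutation test of 2 libraries against 2 cannot give a two-sided p below 0.333, so that the calls rest on a spread estimated across genes. Because the replicates of both strains carry the numbers 1 and 2, the comparison was also fitted with the replicate number as a block. Across genes, the deviations of same-numbered libraries from their strain means had a correlation of 0.14.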

To test if this antagonistic expression is a specific observation or a common phenomenon, we compared the transcriptome of two MG1655 variants (CY570 and CY562), with one hypermotile and the other one non-motile. The hypermotile MG1655 (CY570) carried an IS insertion upstream of the *flhDC* promoter (Supplementary Table S2 of strain list), and *flhDC* was highly expressed in the hypermotile MG1655 strain (Supplementary Figure S7). 

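The *flhD* gene (b1892) lies from 1977847 to 1978197 on the complement strand of the MG1655 reference chromosome, next to *flhC* (b1891, 1977266 to 1977844). The sample labels give an IS5 family insertion upstream of *flhD* in CY570. On that side of *flhD* the annotation of the reference lists the insertion sequence genes *insB-5* and *insA-5* (1978518 to 1979215), which had 0 counts in each of the 4 libraries. These genes come from the reference, so they are not evidence of the insertion in CY570 or of its presence in CY562. The treatment of repeated sequences is not stated, so 0 counts do not show that such genes were silent.
The RPKM of *flhD* was 20.2 ± 1.69 (SD, n = 2) in CY562 and 208 ± 1.94 (SD, n = 2) in CY570. Its log2 fold change was 3.52 (standard error 0.13, adjusted p = 6.01e-05 from edgeR's quasi-likelihood test). The RPKM of *flhC* was 21.4 ± 0.31 (SD, n = 2) in CY562 and 182 ± 28.3 (SD, n = 2) in CY570. Its log2 fold change was 3.25 (standard error 0.16, adjusted p = 0.000156 from the same edgeR test). With the replicate number as a block, the log2 fold change was 3.52 for *flhD* and 3.24 for *flhC*. Among the alternatives that kept all 4 libraries, scaling by library size alone in place of TMM moved both values most, to 3.36 and 3.09. Both differences were larger than the spread between replicates.
Downstream of *flhC*, *motA* (b1890) rose from an RPKM of 1.56 ± 0.441 (SD, n = 2) in CY562 to 588 ± 181 (SD, n = 2) in CY570. On the other side of the insertion sequence genes, *uspC* (b1895, 1979753 to 1980181) was lower in CY570, with a log2 fold change of -1.18 (standard error 0.14, adjusted p = 0.00573 from edgeR).

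**Figure D1:**
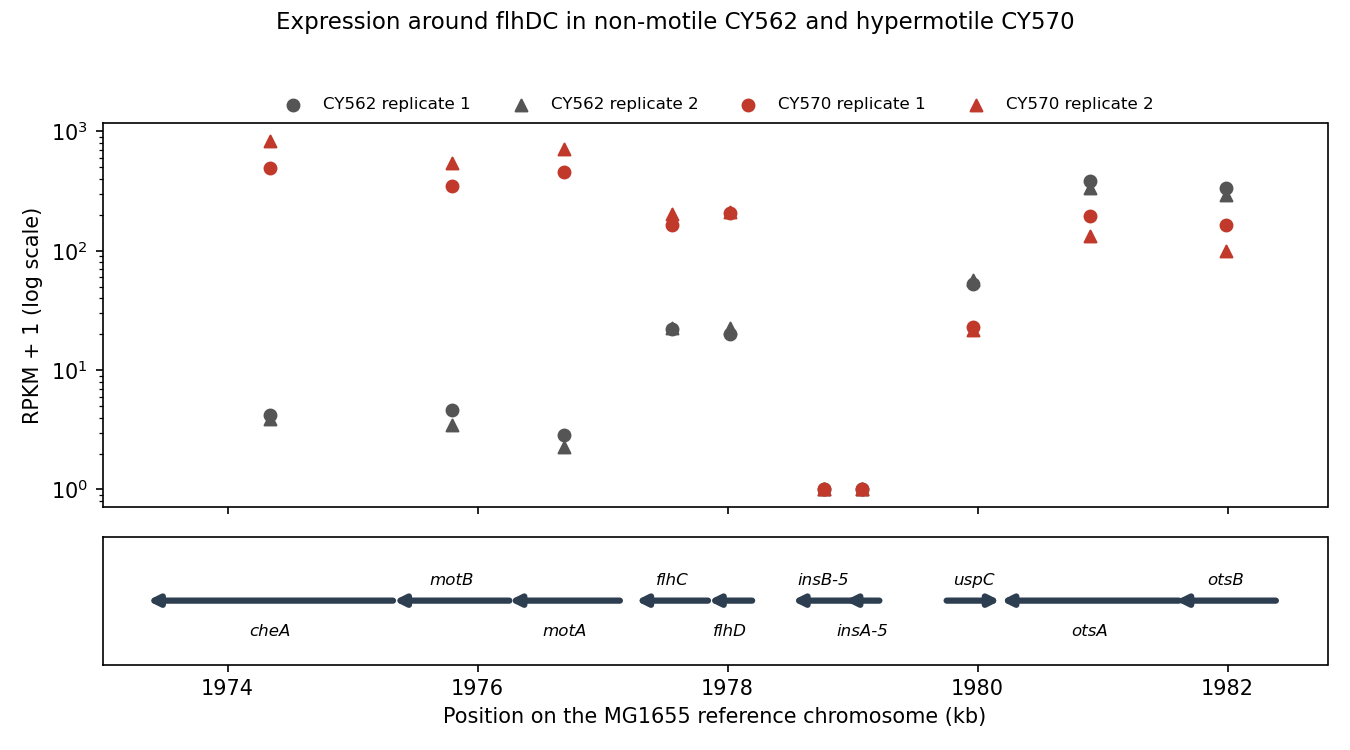
RPKM plus 1 on a log axis of each gene from *cheA* to *otsB* in the 2 libraries of CY562 (grey) and the 2 libraries of CY570 (red), above the position and direction of each gene in kb. The CY570 libraries lie above the CY562 libraries from *cheA* to *flhD* and below them from *uspC* to *otsB*, and the insertion sequence genes are at an RPKM of 0.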

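Between CY570 and CY562, 212 of the tested features were called as DEGs, 85 higher and 127 lower in CY570. With the replicate number as a block, 253 features were called, 94 higher and 159 lower, and 203 of them were shared with the fit without the block. The edgeR exact test moved the count most, to 415 features, 118 higher and 297 lower.
Of the 114 genes of Supplementary Table S1, 107 were matched to the deposited features by symbol and 6 by a synonym in the RefSeq annotation. The locus AA953_RS01305 was not matched, and *ybcW* fell under the count minimum, which left 112 genes in the test. Of these, 108 changed in the direction that the table gives for the NCM3722 background. In that direction 75 genes were called, 64 higher and 11 lower in CY570, which is 65.8% of the table. With the replicate block, 80 were called. The exact test called 90 and DESeq2 called 89. Adjusting p over the table's genes alone gave 87 genes. The quasi-likelihood test called no gene of the table against its direction, whereas *glcF* was called lower by the exact test, and by the quasi-likelihood test at an adjusted p under 0.05.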

Approximately 80% of the 114 genes identified in the NCM3722 background were also differentially expressed between the hypermotile and the non-motile MG1655 strains (Supplementary Figure S8). Similarly, genes functioned in motility were upregulated, but genes related to stress resistance and biofilm formation were downregulated in the hypermotile MG1655 strain (Figure 6B, Supplementary Table S1). Thus, the antagonistic expression between motility genes and genes related to biofilm formation and stress response could be a common phenomenon in the K-12 strains of *E. coli*. 

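All 51 flagella genes of Supplementary Table S1 were called higher in CY570 by edgeR's quasi-likelihood test, with log2 fold changes from 3.35 for *aer* to 9.10 for *tar* and a median of 7.13. The flagellin gene *fliC* rose from 661 and 543 counts in the CY562 replicates to 141091 and 260048 counts in the CY570 replicates, a log2 fold change of 8.55 (standard error 0.45, adjusted p = 0.000196 from edgeR). The sigma factor gene *fliA* had a log2 fold change of 8.84, and the values for *flgA*, *flgD*, *fliD* and *flhB* were 6.53, 8.49, 7.90 and 6.38. The c-di-GMP phosphodiesterase gene *pdeH* (*yhjH*) rose from 10 and 11 counts to 4147 and 6742 counts, a log2 fold change of 9.17 (standard error 0.40, adjusted p = 0.000102 from edgeR). *rcsA* was called higher, with a log2 fold change of 1.91. In contrast, *lgoT* (2.42, edgeR adjusted p = 0.0139), *pdeL* (*yahA*, 1.06, edgeR adjusted p = 0.135) and *argI* (0.26, edgeR adjusted p = 0.163) were not called.
The 7 stress response genes all had lower expression in CY570, and 6 were called. The log2 fold change was -4.99 for *hdeD* (standard error 0.29), -4.53 for *slp* (0.31), -3.58 for *gadX* (0.46), -3.57 for *ygiW* (0.35), -2.35 for *gadW* (0.30) and -1.71 for *iraP* (0.16). Their adjusted p from edgeR ranged from 0.000286 for *hdeD* to 0.00786 for *gadX*. The remaining gene *uspD* had a log2 fold change of -0.65 and an edgeR adjusted p of 0.0179. With a minimum of 50 counts in 2 libraries, *gadW* and *gadX* lost their call, with edgeR adjusted p of 0.0116 and 0.0124. These were the highest adjusted p over all alternatives, and the lowest were 6.27e-15 and 1.72e-11.
Among the 4 biofilm genes, *bhsA* (log2 fold change -2.51, edgeR adjusted p = 0.000388) and *qseC* (-1.39, edgeR adjusted p = 0.00265) were called lower. *qseB* had 153 and 147 counts in the CY562 replicates against 47 and 17 in the CY570 replicates, and its log2 fold change of -2.07 was not called (edgeR adjusted p = 0.0237). *ecpB* had a log2 fold change of -0.82 and an edgeR adjusted p of 0.21. With the replicate number as a block, the same 51 flagella, 6 stress response and 2 biofilm genes were called.

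**Figure D2:**
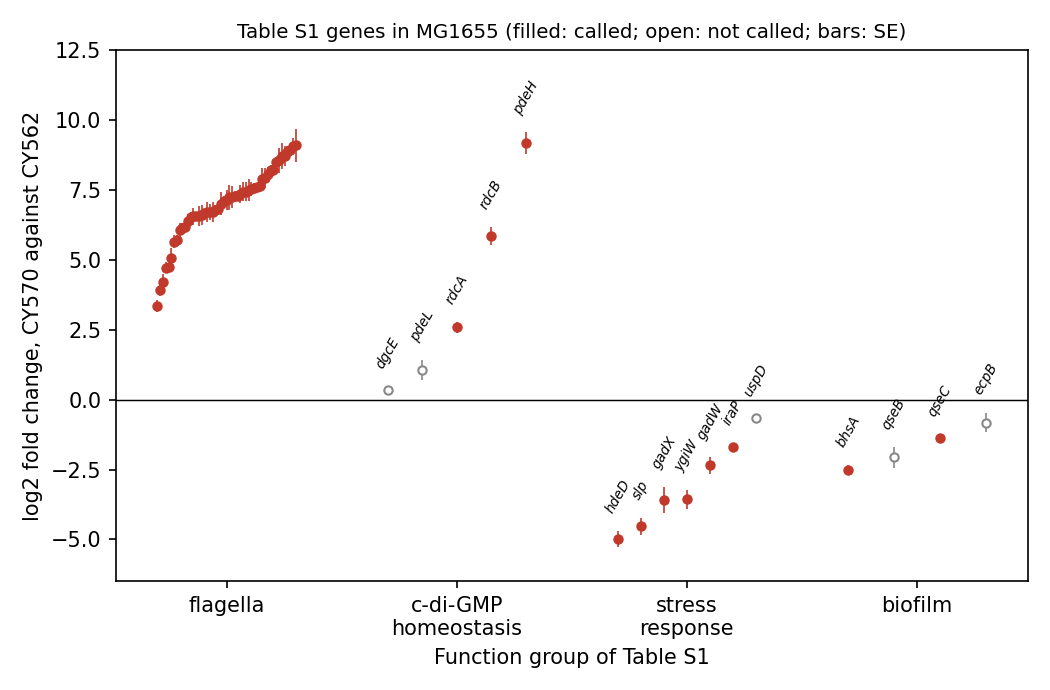
Log2 fold change between CY570 and CY562 (vertical axis) of the Table S1 genes in the flagella, c-di-GMP homeostasis, stress response and biofilm groups, from 2 libraries per strain. Filled points were called as DEGs, open points were not, and bars are standard errors. The flagella genes lie between 3.35 and 9.10 and the stress response genes between -4.99 and -0.65.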

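As a group, the 7 stress response genes had a median log2 fold change of -3.57 in CY570 against CY562. This lay at percentile 0 of the medians of 10000 random lists of 7 genes matched on mean expression. The limma camera test, which allows for correlation between genes, gave p = 1.75e-06 for lower expression of the group. With the replicate block, the median was -3.64 and the camera p was 1.04e-05. The median of the flagella genes lay at percentile 100 of its matched lists, with and without the block. The 4 biofilm genes had a median of -1.73 and a limma camera p of 0.000523, and with the block a median of -1.75 and a camera p of 0.000763. Genes are not independent replicates, and each strain was represented by 1 stock.
The mRNA of the stress sigma factor gene *rpoS* had a log2 fold change of -0.51 (standard error 0.14, adjusted p = 0.085 from edgeR) and was not called. *clpX* and *clpP*, which encode the ClpXP protease, had log2 fold changes of -0.14 and -0.10 and were not called. In CY570, 12 neighbouring genes that were counted in CY562, among them the regulator gene *fnr*, had at most 1 count per library, so that the strains differed in more than *flhDC* expression. The paper reports opposite changes of motility genes and of stress response and biofilm genes in both backgrounds. From these it proposes that the antagonism could be common in K-12 strains.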

Since the stress-related genes showed a bigger fold of change in the MG1655 background (Figure 6C), we compared the acid stress response of the non-motile and hypermotile MG1655 strains. Indeed, the hypermotile MG1655 was less resistant to the acid stress than the non-motile strain (Figure 6D).

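For each of the 7 stress response genes, the absolute log2 fold change between CY570 and CY562 was set beside that of the paper's reported fold change in the NCM3722 background (Supplementary Table S1). The paper's value is an average over several comparisons of *clpX* mutants with weakly motile strains. Its general medium also held casamino acid, which is not listed for the MG1655 RNAseq cultures. A difference between the 2 values therefore cannot be credited to the background alone. With edgeR it was larger in MG1655 for all 7 genes, by 1.74 ± 1.41 on average (SD across genes, n = 7). A two-sided exact sign-flip permutation test across genes gave p = 0.0156, which is the smallest p that 7 genes allow, and genes are not independent replicates. The difference was 4.15 for *hdeD*, 3.13 for *slp*, 1.54 for *gadW*, 1.19 for *gadX*, 1.18 for *ygiW*, 1.02 for *iraP* and 0.01 for *uspD*. The difference for *uspD* was no larger than the rounding of the paper's value, and with DESeq2 its log2 fold change of -0.63 was smaller in size than the paper's -0.64, so that 6 of 7 genes changed more in MG1655 and the exact permutation p was 0.0312. With the replicate block the mean difference was 1.79. Leaving out *gadW*, *gadX*, *hdeD* and *slp*, which lie in 1 gene cluster, moved it most, to 0.74 over the other 3 genes (two-sided exact permutation p = 0.25, the smallest that 3 genes allow).
The flagella genes also changed more in MG1655, by 1.18 ± 0.92 on average (SD across genes), with a larger change for 47 of the 51 genes. For the 4 biofilm genes the mean difference was 0.27 ± 0.74 (SD across genes), and 2 of the 4 changed more in MG1655 (two-sided exact permutation p = 0.875). The differences between these groups of genes were not tested.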

As a result, in the hypermotile strains, cells reduced the expression of genes related to biofilm formation and stress response in order to reallocate more resources for the biosynthesis of flagella. Given the important role of stress response in bacteria survival (Schellhorn, 2020), these evidences showed molecular reasons for the reduced fitness of the hypermotile bacteria.

## Discussion

In the present study, we reported that adaptive evolution on soft agar could cause spontaneous mutations in *clpX*, which was an efficient way to boost bacterial motility, and supplied molecular reasons underlying the resulted hypermotile bacteria.

The ClpX mutations identified in this work enhanced motility largely. The mutants showed folds of changes in motility (Figures 1B,C), comparable to the effect of IS insertion to the upstream of the *flhDC* promoter (Barker et al., 2004; Wang and Wood, 2011; Lee and Park, 2013; Fahrner and Berg, 2015; Zhang et al., 2017). Recent studies also identified mutants carrying single-point mutations in *clpX* during the process of motility evolution (Fraebel et al., 2017; Liu et al., 2019). However, these evolved mutants enhanced the motility of *E. coli* only slightly. The different effects of the evolved ClpX mutants on the motility observed in the present work and in the literature could depend on the features of strains applied. Our parent strain is a weakly motile *E. coli* K-12 wild-type NCM3722 strain with repaired *fliC* (Lyons et al., 2011), and the parent strain used in the literature is the hypermotile *E. coli* K-12 wild-type MG1655 strain (Fraebel et al., 2017; Liu et al., 2019). 

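The RNAseq libraries of the non-motile CY562 and the hypermotile CY570 show what share of the counts the flagella genes took. The 51 flagella genes of Supplementary Table S1 held 0.0275% ± 0.00241 (SD, n = 2) of all counts in CY562 and 4.47% ± 1.45 (SD, n = 2) in CY570. The share was 3.45% in CY570 replicate 1 (95% Wilson interval 3.438% to 3.46%) and 5.5% in CY570 replicate 2 (5.486% to 5.513%), so that these replicates differed by more than counting error. *fliC* alone took 1.33% and 2.51% of the counts in these libraries. Whether the flagella genes can rise further was not measured here.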

Due to the IS insertion at the upstream of the *flhDC* promoter in the MG1655 strain, FlhDC was highly expressed (Supplementary Figure S7), activating the expression of the flagella to a nearly saturated level and inducing the hypermotile phenotype. Consequently, these mutated ClpXP protease-mediated accumulation of the FlhDC complex only enhanced the motility slightly in these hypermotile MG1655 strains. In contrast, since our parent strain is weakly motile (Figure 1B) and the expression level of FlhDC is low (Figure 1F), the effect of FlhDC accumulation mediated by the mutated ClpXP turns to be big. Thus, the effect of single-point mutations in ClpX on bacterial motility seems to depend on the background. We noted that none of the hypermotile mutations identified in this study belonged to the type of IS insertion at the upstream of *flhDC*. Given that there is already an insertion of Tn1000 existing at the upstream of *flhDC* in NCM3722 strains (Lyons et al., 2011), transposition of IS elements to the upstream of *flhDC* in NCM3722 strains might not occur as frequently as that found in MG1655 strains during the evolution on soft agar plates. Accordingly, this might increase the chances to isolate more various hypermotile mutants, for instance, the *clpX* mutants as identified here.

Taken together, we found three types of spontaneous mutations in ClpX, including V78F, Q289*, and L317R. The effect of Q289* and L317R mutations on the function of ClpX could be predicated due to the big chemical difference of the amino acids before and after mutation, whereas the effect of the mutated V78F to ClpX could be a mystery given that both amino acids are hydrophobic. We found that the mutated ClpX^V78F^P protease lost most of its ability to degrade the FlhDC complex (Figure 3C). Structure modeling showed that the main skeleton structures of the mutated ClpX^V78F^ and the wild-type ClpX were almost identical with a C_α_RMSD of 0.613 Å (Figures 4A–D), but the bulky aromatic side chain of F78 protruded into the ATP-binding pocket leaving much less space to accommodate the ATP (Figure 4D). Therefore, in the mutated ClpX^V78F^, the F78 might block ATP binding *via* the steric hindrance effect, resulting in the inactivation of the proteolytic activity of ClpXP. This hypothesis was further supported by our finding that the mutated ClpXP lost most of its ability to degrade FlhD *in vitro*, especially when ATP was deprived (Figures 4E–H). The *in vitro* study of ClpX has shown the importance of V78 and I79 to its ATP-dependent proteolytic activity (Stinson et al., 2013). To achieve appropriate binding affinity between ClpX and ATP, the contacts between ATP and the side chains of V78 and I79 play a key role (Stinson et al., 2013). In contrast, our study indicates that when the amino acid solely at position 78 is mutated to a residue with a larger side chain, the ATP hydrolyzation by ClpX was also largely affected (Figures 4E–H), which is consistent with the steric hindrance effect found in structure modeling (Figures 4A–D). This result further indicates the key role of V78 in controlling the activity of ClpX. Our proteomic results also supported the inability of ClpX^V78F^ to degrade known ClpXP targets other than FlhDC (Figure 5A). Hence, our findings supplied both the *in vivo* and *in vitro* proof and shed new lights on the importance of a proper size of ATP-binding pocket to the proteolytic activity of ClpXP. However, we surprisingly found that the effect of ClpX^V78F^ on the targets was not as general as expected. It appeared that the stability of certain proteins including FlhDC, RseA, RecN, MoaA, and ZapC was more responsive than the others, such as RpoS and YbaQ, to the ClpX^V78F^ mutation. This indicates that *in vivo*, different targets can be regulated by ClpXP to various extents, and it remains unclear whether there is a mechanism accounting for the specific effect of single-point mutations in ClpX on certain targets.

Furthermore, although FlhDC was known to be degraded by ClpXP, the signal tag of FlhDC recognized by ClpXP remains obscure. Since the signal tag of FlhD recognized by ClpXP has been identified here (RKKRA) and this tag sequence is highly similar to the known degradation signals of other proteins, this supports that FlhDC is directly degraded by ClpXP *in vivo* in a way similar to the other known targets of ClpXP.

Finally, although the hypermotile *E. coli* was identified to show growth cost (Wang and Wood, 2011; Ni et al., 2017) due to the energetic burden of the enhanced motility and flagella biosynthesis, possible bioprocesses that might be subject to this burden have never been explored. In this work, we identified that the motility genes together with biofilm formation and stress response genes showed antagonistic expression. In the hypermotile strains, in order to reallocate more resources for the biosynthesis of flagella, cells reduced the expression of genes related to biofilm formation and stress response accordingly (Figure 6B).

*E. coli* switches between the planktonic state and the biofilm state (Guttenplan and Kearns, 2013). Many studies reported the inverse expression of biofilm genes and motility genes when *E. coli* switches from the motile-planktonic state to the adhesive biofilm state (Domka et al., 2006; Domka et al., 2007; Hamilton et al., 2009). However, a few reported how the biofilm-related genes would change when *E. coli* switched oppositely or stayed in the planktonic state. Here, our result supports the logic that when *E. coli* chooses to stay in the planktonic state with high motility, inducing genes related to biofilm formation would challenge its choice, whereas reducing their expression would fit to its choice. Alternatively, during growth, *E. coli* is exposed to various stresses, including nutrient depletion (You et al., 2013; Gottesman, 2019), oxidative stress (Imlay, 2019), and acid stress (Kanjee and Houry, 2013; De Biase and Lund, 2015). Their successful growth and survival depend on the efficient adaptation to these stresses. Accordingly, the reduced expression of the stress-related genes identified in the hypermotile strains will weaken its fitness and survival (Figure 6D).

In conclusion, we identified that single-point mutations in ClpX boosted motility of *E. coli* largely *via* mediating the accumulation of the master regulator FlhDC. The gene of *clpX* seems to be another hot locus comparable to the upstream of the *flhDC* promoter region during the evolution of bacterial motility. At the molecular level, in the case of the mutant carrying ClpX^V78F^, the mutated V78F inactivated most of the protease activity of ClpXP *via* affecting ATP binding. And the signal tag of FlhDC recognized by ClpXP was also identified in this work. Importantly, the enhanced expression of motility genes paralleled with the reduced expression of genes functioning in stress resistance, which showed molecular reasons for the reduced fitness of the hypermotile bacteria. Taken together, our work highlights a highly efficient way *via* single-point mutation in *clpX* to boost the motility of bacteria.

## Materials and Methods

### Construction of Plasmids

To construct plasmid encoding the N-terminal His-tagged ClpX, the open reading frame (ORF) sequence of *E. coli* ClpX^WT^ or ClpX^V78F^ was PCR-amplified as a fragment flanked by the NdeI and HindIII sequences using primers of His-*clpX*-F (5′-CAT ATG ACA GAT AAA CGC AAA GAT GG-3′) and His-*clpX*-R (5′-AAG CTT GGT TAA TTA TTC ACC AGA TGC CTG-3′), and sub-cloned into plasmid pET28a. The resulted plasmid was designated as pCY519 (for ClpX^WT^) or pCY524 (for ClpX^V78F^).

To construct plasmid encoding the C-terminal His-tagged ClpP, the ORF sequence of *E. coli* ClpP was PCR-amplified as a fragment flanked by the NheI and XhoI sequences using primers of His-*clpP*-F (5′-GCT AGC TCA TAC AGC GGC GAA CGA GAT-3′) and His-*clpP*-R (5′-CTC GAG ATT ACG ATG GGT CAG AAT CGA-3′), and sub-cloned in plasmid pET24a. The resulted plasmid was designated as pCY526.

To construct plasmid encoding the N-terminal His-tagged FlhD, the ORF sequence of *E. coli* FlhD was PCR-amplified as a fragment flanked by the NdeI and HindIII sequences using primers of His-*flhD*-F (5′-CAT ATG CAT ACC TCC GAG TTG CTG AA-3′) and His-*flhD*-R (5′-AAG CTT TCA TGA TCA GGC CCT TTT CTT G-3′), and subcloned in plasmid pET28a. The resulted plasmid was designated as pCY531.

### Construction of *E. coli* Strains

The *E. coli* strains used and constructed in this study are listed in Supplementary Table S2. This mutated *fliC* of NCM3722 (Lyons et al., 2011) was complemented to the wild-type *fliC* of another widely used *E. coli* K-12 wild-type strain MG1655 *via* P1 transduction. In the genome, *fliC* locates between *fliA* and *fliDST* operon. To avoid the possible polar effect generated by adding a selection maker to *fliC*, we added a kanamycin marker to the downstream of *fliT*. In brief, the *kan* fragment encoding a kanamycin marker from the plasmid pKD4 was PCR-amplified and integrated into the chromosome right downstream of the *fliT* in MG1655 *via* the *λ* Red system (Datsenko and Wanner, 2000). The *fliT*-*kan* marker and *fliC* in MG1655 were transferred into NCM3722 *via* P1 transduction mediated by phage P1vir, resulting in CY598. The *fliC* in CY598 was confirmed to be the functioning wild-type *fliC* by DNA sequencing.

To introduce the point mutation of *clpX* ^G232T^ (ClpX^V78F^) into *E. coli* strains, the *clpX* ^V78F^-*cat* allele was first amplified by overlap PCR, using genomic DNA isolated from the hypermotile mutant CY706 and the plasmid pBSK-lcml (Li et al., 2019) as the template for *clpX* ^V78F^ and *cat*, respectively. Subsequently, the *clpX* ^V78F^-*cat* allele was integrated into the chromosome of target strains through the *λ* Red system (Datsenko and Wanner, 2000). Similarly, to complement the *clpX* ^V78F^ mutants, the *clpX* ^WT^-*cat* allele was introduced in target strains in the same manner as described above, except that genomic DNA isolated from CY598 was used as the template for *clpX* ^WT^. When necessary, the *cat* allele was removed by the Cre-LoxP system (Srividya et al., 2020).

To construct the ∆*clpX* mutant, the *cat* allele amplified from pBSK-lcml was introduced into target strains to replace the entire *clpX* gene in the chromosome, *via* the *λ* Red system (Datsenko and Wanner, 2000). When necessary, the *cat* allele was removed by the Cre-LoxP system (Srividya et al., 2020).

To construct a chromosomal fusion of C-terminal *clpX*-flag tag in *E. coli* strains, the *clpX*-*flag*-stop codon-*cat* allele was first obtained *via* overlap PCR amplification, using the plasmid pBSK-lcml as the template. Subsequently, the *clpX*-*flag*-stop codon-*cat* allele was integrated into the chromosome of target strains through the *λ* Red system (Datsenko and Wanner, 2000). The construction of C-terminal *flhC*-*flag* and *flhD*-tag-free-*cat* in *E. coli* strains was performed in the same manner as that described for *clpX*-*flag*.

To construct the ∆*clpP* mutant, the *cat* allele amplified from pBSK-lcml was introduced into target strains to replace the *clpP* gene in the chromosome, *via* the *λ* Red system (Datsenko and Wanner, 2000).

To construct the ∆*flhDC* mutant, the *cat* allele amplified from pBSK-lcml was introduced into target strains to replace the *flhDC* operon in the chromosome, *via* the *λ* Red system (Datsenko and Wanner, 2000).

### Growth Conditions

All *E. coli* strains were grown in the N^-^C^-^ minimal medium (You et al., 2013; Li et al., 2019) supplemented with 22 mM glucose (Sigma-Aldrich Corp., St. Louis, MO, United States), 20 mM NH_4_Cl (Sigma-Aldrich Corp.), and 0.2% (w/v) casamino acid (Aladdin, Shanghai, China), except where indicated. When needed, 100 μg/ml ampicillin (Aladdin), 50 μg/ml kanamycin (Sangon Biotech, Shanghai, China), or 25 μg/ml chloramphenicol (Solarbio, Beijing, China) was supplied in the medium. Except where indicated, all growths were carried out in a 37°C water bath shaker with aeration as described previously (Li et al., 2019).

### Isolation of Hypermotile Mutants

CY598 was grown to early exponential phase (OD_600_ = 0.3–0.4) and spotted on soft agar plates [0.5% beef extract, 1% peptone, 0.5% NaCl (Solarbio), and 0.4% agar (Sigma-Aldrich Corp.)]. The seeded soft agar plates were incubated at 37°C till swimming zones appeared. Subsequently, bacteria from several different areas of the swimming zones were streaked on regular LB plates [LB broth (Solarbio) and 1.5% agar (Sigma-Aldrich Corp.)] to isolate putative hypermotile mutant(s).

### Swimming Motility Assay on Soft Agar Plate

Early exponential phase cultures of strains were aliquoted and incubated at 37°C on soft agar plates [0.5% beef extract, 1% peptone, 0.5% NaCl (Solarbio), and 0.25% agar (Sigma-Aldrich Corp.)], and the diameters of swimming halos were measured.

### Time-Lapse Microscopy and Trajectory Analysis of Single Cell Motility

Bacterial strains were grown to early exponential phase (OD_600_ = 0.3–0.4) and diluted to an OD_600_ of approximately 0.002 with fresh culture medium in a six-well microtiter plate (polystyrene, tissue culture treated, flat bottom; Jet Bio-Filtration Co., Ltd., Guangzhou, China). A cover glass (18 square millimeters and 0.13–0.17 mm thick) was gently put on the top of the bottom surface of each well, providing a 15–20 micrometer (μm) deep channel. Movement of bacterial cells was observed using the 10 × phase-contrast objective of an inverted microscope (Nikon ECLIPSE Ti2) and videoed at 10.06 frames per second with a camera Nikon D5-Qi2. The trajectory of cells was analyzed using the software NIS-Elements AR (5.02.00). First, the video was cropped to limit the number of the analyzed cells, usually ranging from 30 to 80. Cell trajectories were captured *via* the program Cell Motility with the following settings: detect the targets as dark and round spots with various sizes; use 2.8–3.6 μm as the typical diameter for the targets; adjust the contrast ratio to subtract the background (eliminating debris or particles with a distinct density from the bacterial cells); check the box of “Add tracks”; check the box of “Delete trajectories with duration shorter than frames” and type 302 in the blank bar. Check the intact trajectory data listed after every run of the Cell Motility program, and if necessary, data for false (non-cell) targets could be further deleted manually. Finally, the darkness of the background could be adjusted by moving the LUTs bars, and trajectories were colored in a time-lapse manner for exported figures. To calculate the motility speed of a single cell, the same method was used as described above except for changing one of the settings in Cell Motility: check the box of “Delete trajectories with duration shorter than frames” and type 101 in the blank bar. Data of trajectories including path length (μm) and duration [second (s)] were exported, and the motility speed of a single cell was calculated as the path length divided by duration.

### Flagella Observation Under Transmission Electron Microscope

Strains were grown to early exponential phase (OD_600_ = 0.3–0.4) and harvested by centrifugation at 4,500 rpm. The pellets were washed with sterile double distilled water (DDW) and finally resuspended in DDW to an OD_600_ of approximately 1.0. 10 microliters (μl) of the resuspension described above was dropped on carbon-film-coated copper grids (400 mesh; Jingying Chemical Technology Co., Ltd., Guangzhou, China). After 15-min incubation at room temperature, fluid on the copper grids was absorbed with filter papers gently. Subsequently, 10 μl 0.6% (w/v) uranyl acetate was loaded on the copper grids to stain bacteria attached to the carbon film. After 1-min incubation at room temperature, fluid on the copper grids was absorbed with filter papers gently. Finally, copper grids with stained bacteria were completely dried at room temperature for at least 6 h. The flagella structure of bacterial strains on the copper grids was observed under transmission electron microscope HITACH HT7700.

### Quantitative Real-Time PCR

The total RNA of strains was extracted as previously described (Li et al., 2019). First, 1 μg of total RNA was reversed to cDNA by using PrimeScript™ RT reagent Kit with gDNA Eraser (Takara Bio Inc., Shiga, Japan), according to the manufacturer’s instructions. Subsequently, qRT-PCR was performed with TB Green Premix Ex Taq™ II (Tli RNaseH Plus; Takara Bio Inc.). In each reaction, the final concentration of primers was 0.5 micromolars (μM), and 100-time diluted cDNA was used as the template. Primers used for qRT-PCR are listed in Supplementary Table S3.

### Western Blots

30 ml of bacterial cells from the early exponential phase (OD_600_ = 0.3–0.4) were harvested by centrifugation at 4°C and subsequently resuspended in 300 μl PBS. The resuspension was subjected to sonication, followed by 20-min centrifugation at 4°C for collecting the supernatant. The protein concentration was determined using the Enhanced BCA Protein Assay Kit (Beyotime, Shanghai, China). For each strain, the same amount of protein (∼50 μg) was loaded for SDS-PAGE electrophoresis. To detect target proteins, transferred membranes were incubated with corresponding antibodies and followed by treatment with the SuperSignal™ West Pico PLUS Chemiluminescent Substrate (Thermo Fisher, Waltham, MA, United States). The membranes were exposed to Tanon-6100C (Tanon, Shanghai, China), and western blot bands were quantified using the software ImageJ. For each assay, RpoB was considered as a loading control. The primary antibodies used in this study are anti-FlhD (produced by Genscript, Nanjing, China), anti-RpoB (BioLegend, San Diego, CA, United States), and anti-Flag (Abcam, Cambridge, United Kingdom).

### Genome Sequencing

Genome sequencing of *E. coli* strains in this study was performed using the combination of Illumina and Pacbio techniques. Total DNA was isolated from the overnight LB culture of each strain. In brief, for Illumina sequencing, the qualified DNA samples were processed to construct a library according to the following steps. 1) The genomic DNA was treated into fragments. 2) The staggered ends of the fragments were repaired to blunt ends, using T4 DNA polymerase, Klenow DNA polymerase, and T4 PNK. 3) Specific adaptors were added to the 3′-ends of the fragments. Finally, the qualified libraries were subjected to cluster preparation and sequencing. For Pacbio sequencing, the qualified genomic DNA was broken into fragments >10 kb with g-TUBE. Damages and ends of the fragments were then repaired, followed by flanking both ends with a hairpin adapter, resulting in a structure known as SMRTbell. Primers were annealed to SMRTbell, which attached the fragments to the bottom of the ZWM polymerase, the enzyme performing the final sequencing. Clean data from the sequencing processes above were mapped to the NCM3722 genome (NCBI accession number for chromosome: CP011495.1, for plasmid F: CP011496.1) for reference assembly.

### Purification of Proteins

To purify the wild-type and mutated ClpX proteins, 60 ml bacterial cells of strain CY1222 or CY1223 harboring pCY519 or pCY524 were grown in LB broth (Solarbio) supplemented with 5 mM MgCl_2_ (Aladdin) and kanamycin at 37°C to an OD_600_ of ∼0.8. 0.2 mM IPTG (Solarbio) was subsequently added to the cell culture, and the cells were harvested after incubation at 12°C for 24 h. The pellets were washed twice using buffer A [50 mM Tris-HCl, pH 7.5 (Solarbio), 100 mM NaCl (Solarbio)] and resuspended in 1.5 ml buffer B [buffer A, 5 mM imidazole (Solarbio), 5 mM MgCl_2_]. The resuspended cells were subjected to a 40-min sonication program (every 5-s sonication was separated with a 5-s interval), and the supernatant was collected *via* 20-min centrifugation at 4°C. The supernatant was subsequently loaded to a gravity column containing Ni NTA Beads 6FF (Coolaber, Beijing, China), which had been balanced with buffer B in advance. The column was washed with buffer C (buffer A, 30 mM imidazole), and the proteins within the column were finally eluted using buffer D (buffer A, 250 mM imidazole). The elution containing ClpX was dialyzed against buffer E [buffer A, 10% glycerol (Macklin, Shanghai, China)].

To purify ClpP, 60 ml bacterial cells of strain CY1234 harboring pCY526 were grown in LB broth supplemented with kanamycin at 37°C to an OD_600_ of ∼0.8. 0.2 mM IPTG was subsequently added to the cell culture, and the cells were harvested *via* centrifugation after incubation at 30°C for 3 h. The pellets were washed twice using buffer A and resuspended in 1.5 ml buffer F (buffer A, 5 mM imidazole). The resuspended cells were subjected to a 40-min sonication program (every 5-s sonication was separated with a 5-s interval), and the supernatant was collected *via* 20-min centrifugation at 4°C. The supernatant was subsequently loaded to a gravity column containing TALON Metal Affinity Resin (Takara), which had been balanced with buffer F in advance. The column was washed with buffer C, and the proteins within the column were finally eluted using buffer D. The elution containing ClpP was dialyzed against buffer E.

To purify FlhD, 120 ml bacterial cells of strain CY1279 harboring pCY531 were grown in LB broth supplemented with kanamycin at 37°C to an OD_600_ of ∼0.8. 0.2 mM IPTG was subsequently added to the cell culture, and the cells were harvested *via* centrifugation after incubation at 30°C for 3 h. The same methods as described above for ClpP purification were used to obtain the FlhD protein, except that buffer G (buffer A, 60 mM imidazole) was used instead of buffer C during the wash step.

### *In Vitro* ClpXP Degradation for FlhD

The assay was conducted as previously described but with slight modifications (Takaya et al., 2012). In brief, a proper amount of ClpX, ClpP, and FlhD was incubated together at 37°C in the reaction buffer, comprising 50 mM HEPES-KOH, pH 7.6, 50 mM KCl, 10 mM Mg (CH_3_COO)_2_, and 5 mM DTT, at the presence of 0, 2.5, or 5 mM ATP. 10 μl of the mix for each reaction was aliquoted at time 0, 1, and 2 h and finally subjected to SDS-PAGE electrophoresis and Coomassie-brilliant-blue staining, for detecting the amount change of proteins. Protein bands were quantified using the software ImageJ.

### Transcriptome Study by RNAseq and Data Analysis

Bacterial cells from the early exponential phase (OD_600_ of ∼0.4) were used for RNAseq assays. MG1655 strains were grown in the N^-^C^-^ minimal medium (You et al., 2013; Li et al., 2019) supplemented with 22 mM glucose (Sigma-Aldrich Corp.) and 20 mM NH_4_Cl (Sigma-Aldrich Corp.). RNAseq assays were performed as previously described (Li et al., 2019). Three independent total RNA extraction and RNAseq assays were performed for strains derived from NCM3722 and two independent total RNA extraction and RNAseq assays were performed for strains derived from MG1655. RPKM method (Reads Per Kilo bases per Million Reads) (Mortazavi et al., 2008) was used to calculate the expression of each gene. Gene expression in the hypermotile mutants (CY706, CY708, CY1102) was individually compared to that in the weakly motile strains (CY598, CY1166). In total, four comparisons were performed, including gene expression in CY706 (resp. CY708 or CY1102) *versus* gene expression in CY598 and gene expression in CY708 *versus* gene expression in CY1166. Genes that showed a *p*-value ≤ 0.05 in each comparison by t-test and with the average fold change of the four comparisons higher than 1.5 were defined as differentially expressed genes (DEGs). Since only one comparison of the hypermotile and non-motile MG1655 strains was obtained, DEGs between the two transcriptomes of the MG1655 strains were characterized by edgeR (Robinson et al., 2010; Rajkumar et al., 2015) with 1.5-fold cutoff and adjusted *p*-value (*q*-value) < 0.01.

### Proteome Study and Data Analysis

300 ml of bacterial cells from the early exponential phase (OD_600_ = 0.3–0.4) were mixed with precool (from −80°C) 60% methanol (v/v) and harvested by centrifugation at 4°C. Cell pellets were washed with PBS, and the cells were collected again by centrifugation at 4°C. To perform proteomic analysis, the cells were first resuspended in four volumes of lysis buffer [8 molars urea (Sigma-Aldrich Corp.) and 1% protease inhibitor (Calbiochem, Merck, Darmstadt, Germany)]. The resuspension was subjected to sonication on ice using an ultrasonic processer (Scientz, Ningbo, China), followed by 10-min centrifugation at 4°C, to collect the supernatant and discard debris. The total protein concentration was determined by using the PCA kit. The total protein was subjected to 30-min reduction using 5 mM dithiothreitol (Sigma-Aldrich Corp.) at 56°C and subsequently incubated with 11 mM iodoacetamide (Sigma-Aldrich Corp.) at room temperature in darkness for 15 min. The protein solution was then diluted with 100 mM TEAB (Sigma-Aldrich Corp.), to alter the urea concentration to less than 2 molars. After the treatments above, the protein was digested overnight with trypsin (Promega, Madison, WI, United States) at a mass ratio of 1:50 (trypsin to protein) at 37°C, followed by 4-h digestion at a mass ratio of 1:100 (trypsin to protein).

The peptides from digestions above were dissolved in Solvent A [0.1% formic acid (Fluka, Sigma-Aldrich Corp.)] and separated by using the NanoElute UPLC system. In the process, the gradient of Solvent B [0.1% formic acid in 98% acetonitrile (Fisher Chemical, Thermo Fisher)] was set at the following series: Time 0–44 min, 6–22%; Time 44–54 min, 22–35%; Time 54–57 min, 35–80%; Time 57–60 min, 80%. This was conducted on the UPLC system at a flow-rate of 300 nanoliter/min. The separated peptides were ionized in a capillary ion source and subsequently analyzed by using timsTOF Pro mass spectrometry. The voltage used for the ion source was 1.6 kilovolt. The parent ion and its secondary fragments of the peptide were detected and analyzed by TOF. The scanning range of the secondary MS was set at 100–1,700 M/Z, and the data acquisition mode of Parallel Accumulation-Serial Fragmentation (PASEF) was used. After the collection of the primary mass spectrum, the secondary spectrum with the charge number of the parent ion in the range of 0–5 was collected in PASEF mode for 10 times. The dynamic exclusion time of tandem mass spectrometry scanning was set to 30 s to avoid the repeated scanning of the parent ion. Data from the mass spectra described above were searched using MaxQuant (v1.6.6.0) throughout the provided transcriptome database (Genome of NCM3722, NCBI accession number for chromosome: CP011495.1, for plasmid F: CP011496.1). In the meanwhile, the reverse decoy database was concatenated with the transcriptome database, to calculate FDR. In addition, databases of common contaminator peptides were used for analysis, to reduce the effect of contaminations. Several other key settings are listed here: Trypsin/P was set as the cleavage enzyme, and the number of missing cleavages was not allowed to be bigger than 2; the mass tolerance set for precursor ions in First search and Main search was both 40 ppm, and the mass tolerance set for fragment ions was 0.04 Da; the fixed modification was set as carbamidomethyl on Cys, and the variable modifications were set as oxidation on and acetylation on N-terminus of Met; the FDR for protein identification and modification identification was both set as 1%.

The expression of proteins in each sample was determined as LFQ intensity (MaxLFQ), which is based on the accurate quantification of peptides in MaxQuant, as previously described by Cox and colleagues (Cox et al., 2014). Two to three independent proteomic assays were performed for each strain. Protein expression in the strains carrying mutated or deleted ClpX (CY706, CY708, CY1102, CY1179) was individually compared to that in strains carrying wild-type ClpX (CY598, CY1166). In total, eight comparisons were performed. Proteins that showed a *p*-value ≤ 0.1 and with a fold change higher than 2 in at least one comparison were defined as differentially expressed proteins (DEPs). Then, DEPs identified by proteome assay were compared to DEGs identified by RNAseq, and DEPs not being identified as DEGs by the RNAseq assay were regarded as the target of the ClpXP protease.

### Survival Assay

Bacterial cells from the early exponential phase (OD_600_ of ∼0.4) were exposed to pH 2.5 for 5 min and plated on LB plates by series dilution. The survival rate was calculated by colony counting.

## Data Availability

The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium *via* the PRIDE partner repository with the dataset identifier PXD023645. The whole genome data have been deposited to NCBI via the Genbank repository with the dataset identifier CP068279, CP068280, CP068281, CP068282, CP068283, and CP068284. Datasets of RNAseq have been deposited to NCBI via the GEO repository with the dataset identifier GSE165151 and GSE165438.

# Supplementary material for: Gain of Spontaneous clpX Mutations Boosting Motility via Adaption to Environments in Escherichia coli
**Source:** Front Bioeng Biotechnol. 2021 Nov 24;9:772397. doi: 10.3389/fbioe.2021.772397
**Supplement:** Supplementary file 5

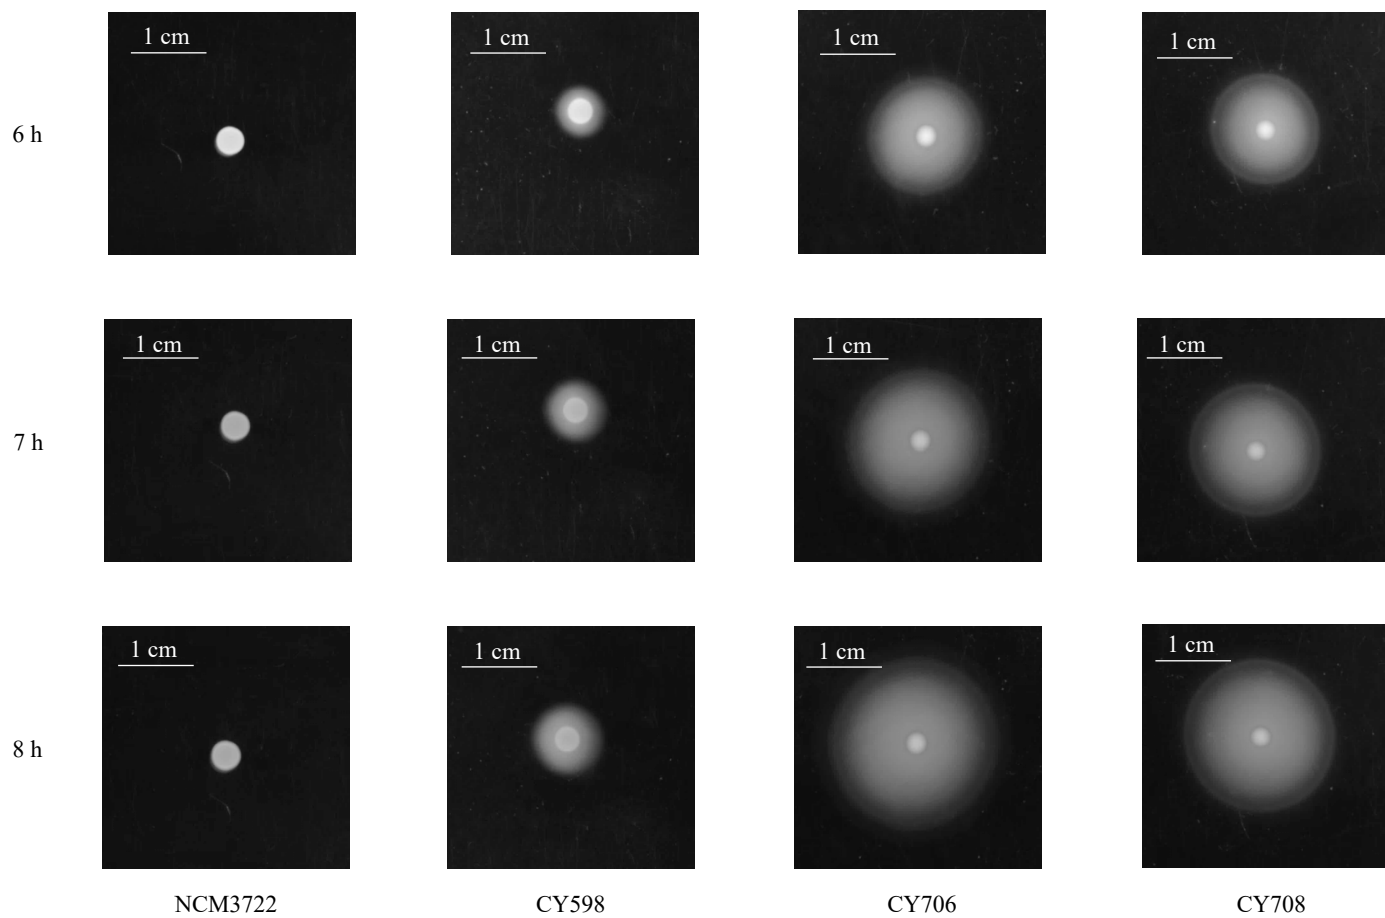

**Figure S1.** Swimming motility of NCM3722, CY598, CY706, and CY708 on soft agar plates (0.25%). Swimming halos were observed at indicated time points. One representative result of the three independent experiments is shown.

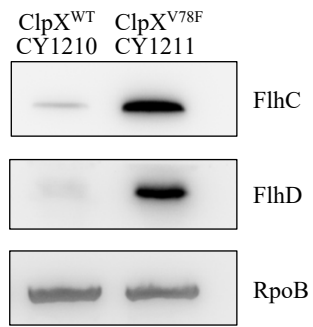

**Figure S2.** The protein levels of FlhC in strains carrying ClpX<sup>WT</sup> or ClpX<sup>V78F</sup>. CY1210 and CY1211 harboring the chromosomal *flhC*-flag fusion were respectively derived from CY598 (ClpX<sup>WT</sup>) and CY1102 (ClpX<sup>V78F</sup>). The protein levels of FlhD in these strains were also shown. RpoB was used as a loading control. One representative result of the three independent western blots is shown.

(A)

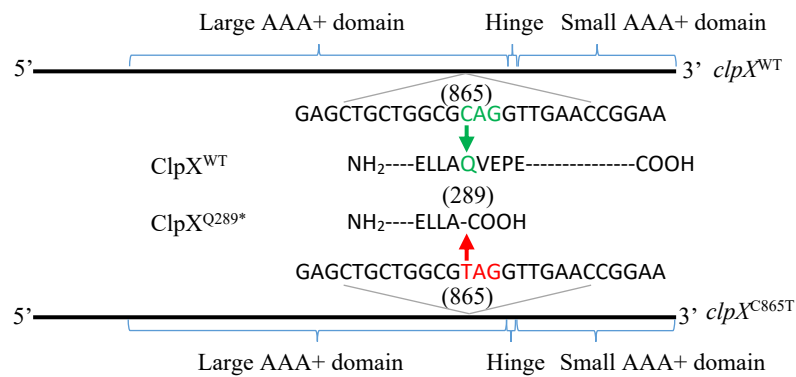

(B)

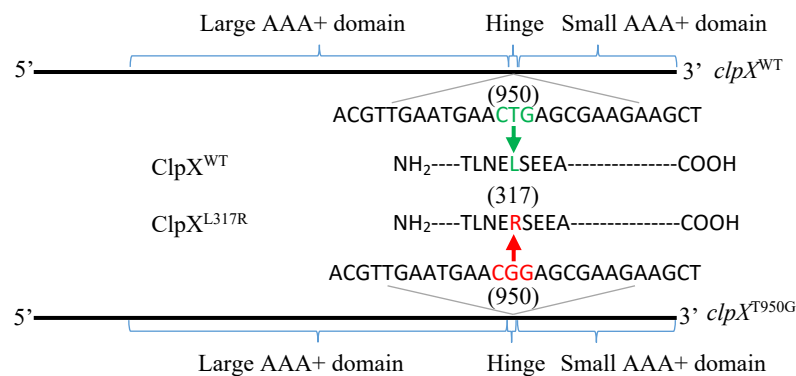

**Figure S3.** The DNA and amino acid sequences of more *clpX* variants identified. (A) The corresponding positions of the large AAA+ domain, small AAA+ domain and the hinge of the ClpX protein in its DNA sequence are marked. The C865T mutation in the *clpX* gene changed the codon of glutamine (CAG) into stop codon (UAG), resulting into ClpX<sup>Q289\*</sup>. (B) The T950G mutation in the *clpX* gene changed the codon of leucine (CUG) into the codon of arginine (CGG), resulting into ClpX<sup>L317R</sup>.

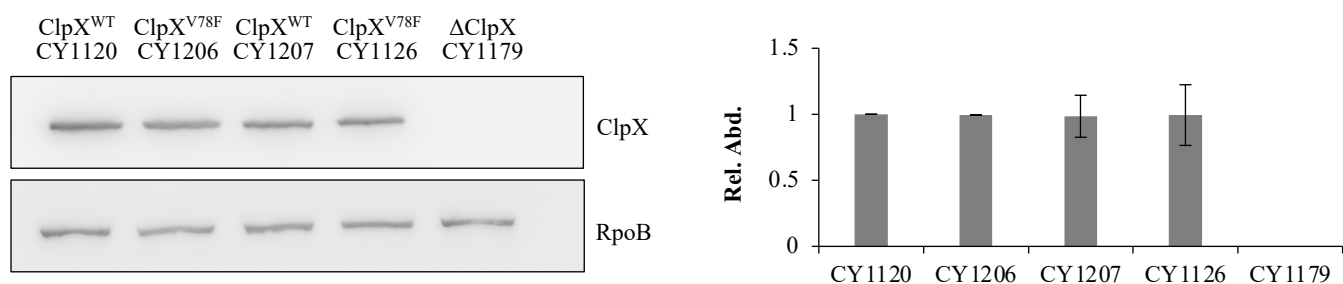

**Figure S4.** The protein levels of ClpX in strains carrying ClpX<sup>WT</sup> or ClpX<sup>V78F</sup>. Strains harboring the chromosomal *clpX*-flag fusion were individually derived from CY598 (ClpX<sup>WT</sup>), CY708 (ClpX<sup>V78F</sup>), CY1166 (ClpX<sup>WT</sup>) and CY1102 (ClpX<sup>V78F</sup>). CY1179 carrying deleted ClpX was used as a negative control. RpoB was used as a loading control. One representative result of the western blots is shown (left plot). The protein level of ClpX in CY1120 was normalized to 1 and that in other strains were determined relative to this value. The relative protein level is shown as the average  $\pm$  S.E.M. of the two independent experiments (right plot).

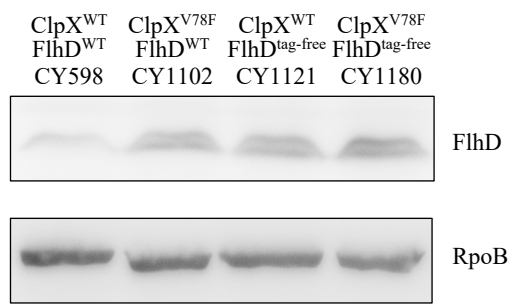

**Figure S5.** The protein levels of FlhD<sup>WT</sup> or FlhD<sup>tag-free</sup> in strains carrying ClpX<sup>WT</sup> or ClpX<sup>V78F</sup>. Strains harboring the chromosomal FlhD<sup>tag-free</sup> was individually derived from CY598 (ClpX<sup>WT</sup>) and CY1102 (ClpX<sup>V78F</sup>). RpoB was used as a loading control. One representative result of three independent experiments is shown.

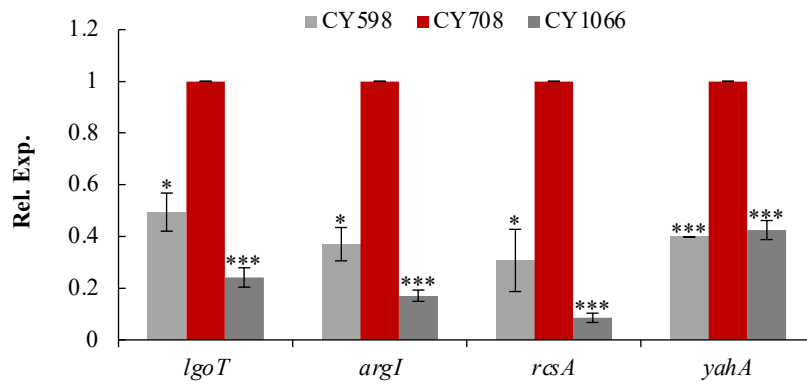

**Figure S6.** The expression of *lgoT*, *argI*, *rcsA*, and *yahA* in the three strains detected by qRT-PCR. CY1066 carrying deleted *flhDC* was derived from CY708. The mRNA level of each gene in CY708 was normalized to 1 and that in CY598 and CY1066 were determined relative to this value. The relative expression was shown as the average  $\pm$  S.E.M. of three independent experiments. \*,  $p \leq 0.05$ ; \*\*\*,  $p \leq 0.001$  versus the relative expression by CY708.

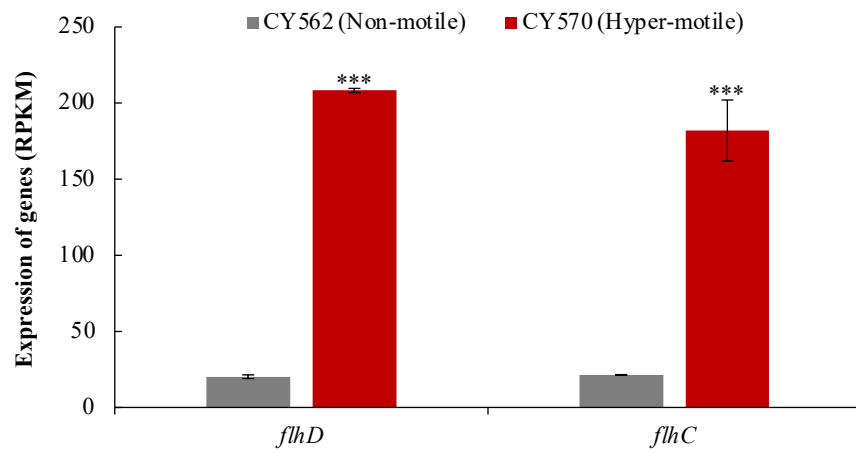

**Figure S7.** The expression of *flhDC* in the hyper-motile and non-motile MG1655 strains detected by RNAseq assays. The expression was shown as the average  $\pm$  S.E.M. of two independent experiments. \*\*\*,  $p \leq 0.001$  versus the expression of genes by CY562.

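RPKM divides the count of a gene by its length in kb and by the counted reads of its library, so that genes and libraries can be compared. RPKM computed from the deposited counts, with the length of a feature taken as its end minus its start, lay within 1% of the deposited RPKM for 98.6% of the features in each library. The RPKM of *flhD* was 19 and 21.4 in CY562 replicates 1 and 2, and 207 and 210 in CY570 replicates 1 and 2. The RPKM of *flhC* was 21.2 and 21.6 in CY562, and 162 and 202 in CY570. These values rest on 68 and 81 counts of *flhD* in CY562 against 768 and 761 in CY570, and on 125 and 135 counts of *flhC* against 993 and 1211. With each library left out in turn, the log2 fold change lay between 3.41 and 3.66 for *flhD* and between 3.06 and 3.42 for *flhC*.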

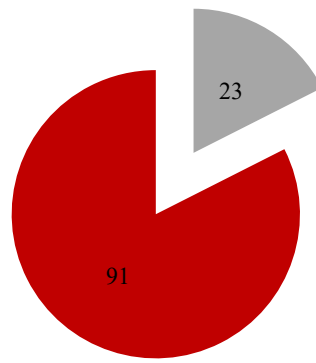

**Figure S8.** Pie chart showing the number of DEGs identified between the hyper-motile and non (weak)-motile strains derived from different backgrounds. 91 genes (red) were identified in strains derived from both the NCM3722 and MG1655 backgrounds and 23 genes (grey) were identified solely in strains derived from NCM3722.

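Outside the flagella, stress response and biofilm groups of Supplementary Table S1, the deposited counts gave 3 calls among the 5 c-di-GMP homeostasis genes and 2 among the 9 upregulated transporter genes. Among the 9 upregulated genes of unknown function, 4 were called. Of the 23 genes that the chart gives only to NCM3722, 2 were not tested and none of the others was called by edgeR's quasi-likelihood test, although 11 of them had an unadjusted p under 0.05. The log2 fold change went against the table for 4 genes, *glcF* (-0.62), *glcB* (-0.24), *emrD* (0.55) and *caiF* (0.01). Their adjusted p from edgeR ranged from 0.0322 for *glcF* to 0.984 for *caiF*. The sign of *caiF* followed the table when counts were scaled by library size alone.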

How the deposited data were processed for this re-analysis (not part of the article)

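RNA from the non-motile MG1655 strain CY562 and the hypermotile MG1655 strain CY570 was analysed, with 2 libraries per strain. The authors deposited the read count of each annotated feature in each library, without normalization, and did not pool the replicates. The authors also deposited the RPKM of each feature, which they made from the counts, the feature's length and the library's total count. Features, symbols and coordinates were used as the files give them, on the MG1655 reference chromosome, and 4488 of the 4498 features matched a locus tag of the RefSeq annotation, which was used for synonyms. No genome sequence was used here, so GC content was not examined. The paper's text does not name the aligner, the counting tool or the treatment of strand, so that counts of near-identical genes such as *gadA* and *gadB*, and of genes that overlap on opposite strands such as *rbsR* and *hsrA*, are uncertain.
Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and plots were drawn with Python 3.11.15 and matplotlib 3.10.9. Features with at least 10 counts in at least 2 libraries were kept (3972 features). TMM factors were 1.08 and 1.03 for CY562 and 0.961 and 0.932 for CY570. The strains were compared with edgeR's quasi-likelihood test, and DEGs had a change of at least 1.5-fold and a Benjamini-Hochberg adjusted p under 0.01. Standard errors are the absolute log2 fold change divided by the square root of the test's F value. The common dispersion was 0.018. A fold against a strain with at most 3 counts in both libraries was computed against that floor and is a lower bound. Values per library on the log2 scale had 0.5 added to the count. The intervals of shares are 95% Wilson intervals.
The pairing of replicates comes from the replicate numbers 1 and 2 in the sample labels. Same-numbered libraries deviated together with a correlation across genes of 0.14, or 0.21 without ribosomal RNA, so results with the replicate number as a block are given beside those without it. Gene lists were compared with 10000 random lists drawn from the 100 genes nearest in mean expression to each member. They were also tested with limma's camera at its preset correlation between genes.
The genes named in the text were chosen by a rule set before the data were examined. It took *flhD*, *flhC*, *clpX*, *clpP*, *rpoS* and the genes that the paper's text names for motility, biofilm formation or stress response. It also took the Table S1 genes whose call or direction differed from the table, a list of 6 acid resistance genes (*gadA*, *gadB*, *gadC*, *gadE*, *hdeA* and *hdeB*), and the 10 genes with the largest change in each direction outside Table S1 whose strains did not overlap. With 2 libraries per strain, chance gives such a separation in 0.333 of cases. Other genes named in the text, such as those around *flhDC* (*uspC*) and those beside the genes without reads in CY570 (*ynaI* and *ttcA*), were chosen after their values were seen.
The alternatives set before the data were examined were the replicate block, DESeq2 with its own size factors, TMM factors computed without the flagella genes, library size only, no filter, a minimum of 50 counts, edgeR's exact test, a 2-fold threshold, an adjusted p under 0.05, adjustment over the Table S1 genes alone, the stress response genes without *gadW*, *gadX*, *hdeD* and *slp*, and each library left out in turn. Leaving out the ribosomal RNA features was added after their share was seen to differ between libraries. The analysis was tested on simulated data, in which 200 genes were changed in each of 5 simulations with 3942 to 3952 genes tested. It recovered 93.4% of the changed genes (82.4% of those changed by 1 and 99.1% of those changed by 2 to 3 on the log2 scale), with 0 to 4 false calls per simulation and 0 in the wrong direction. Simulated counts took their dispersion from the fitted trend over expression. They had no spread particular to a gene and no replicate shifts shared by genes. These figures may therefore be too favourable for the real libraries. RNAseq of the NCM3722 strains, the proteomic data and the acid survival assay were not analysed here.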

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

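Except for the tests of the anaerobic gene list, of gene length and of the RpoS list, the tests of explanations in this part were chosen only after the result was seen, although the acid resistance list and the TMM factors without the flagella genes that some of them use had been set earlier.
In CY570, 12 adjacent genes had almost no reads, although the paper does not report on them. They are *ynaJ*, *uspE*, *fnr*, *ogt*, *abgT*, *abgB*, *abgA*, *abgR*, *smrA*, *dgcM*, *zntB* and *dbpA* (b1332 to b1343, 1397365 to 1410884 on the reference chromosome, 13520 nt), with 5 genes on the forward and 7 on the complement strand. Together they had 14827 and 15189 counts in the CY562 replicates against 1 and 0 in the CY570 replicates. *fnr* was at least 1530-fold lower and *abgA*, with the fewest counts, at least 15.2-fold lower. The flanking genes *ynaI* (log2 fold change -0.27) and *ttcA* (1.40) were counted in both strains, and *insH4*, an insertion sequence gene without counts in any library, ends 272 nt before *ynaJ*. The mean total count of CY570 was 0.997 of that of CY562, so depth does not account for the loss. The number of these genes with at most 3 counts in both CY562 libraries was 0, but this was fixed by how the genes were found and so does not bear on reads shared between paralogs. No other feature with at least 20 counts in both CY562 libraries had at most 3 in both CY570 libraries (0 features elsewhere), a pattern that had been seen before it was counted. A candidate explanation is that this stretch is missing from the chromosome of the CY570 stock, but no DNA was analysed here, so this remains a hypothesis, and it cannot be told apart from a stretch whose sequence differs from the reference.
A list of 30 genes of anaerobic respiration and fermentation, written from general knowledge after the loss of *fnr* reads was seen but before the genes on it were looked at, had a median log2 fold change of -0.32. This lay at percentile 0.47 of matched random lists (percentile 0.4 with the replicate block), with 25 of 30 genes lower. With each library left out in turn, the median lay between -0.36 and -0.31. Its percentile then ranged from 0.15 without CY562 replicate 1 to 2.27 without CY570 replicate 1. No gene of the list was called without the block, 13 had an unadjusted p under 0.05, and 1 was called with the block. The paper's methods give growth in a shaker with aeration, so a small shift of anaerobic genes says little about the loss of *fnr* expression. Every other difference between the 2 stocks is also confounded with that loss.
Acid resistance genes outside Table S1 were lower in CY570. All 6 genes of the list were called, from -5.68 for *gadE* (standard error 0.38, adjusted p = 0.000526 from edgeR) to -4.77 for *gadC* (standard error 0.15, adjusted p = 2.82e-05 from edgeR), with lower values in 2 of 2 CY570 libraries. Their median log2 fold change was -5.02, or -5.05 with the replicate block. With TMM factors from which the flagella genes were left out the median was -5.02. TMM already trims genes with extreme changes, so leaving the flagella genes out hardly moved any value. That alone does not test whether the share of counts they take accounts for the fall. The flagella genes held 4.47% of the counts in CY570 and 0.0275% in CY562, and such a share would lower all other genes alike. Scaled by library size only, the median log2 fold change was -5.18 for the 6 genes but -0.18 for all tested features. These values argue against that share as the cause of the fall of the 6 genes. The summed counts of the near-identical genes *gadA* and *gadB* had a log2 fold change of -5.05, so a different split of reads between them does not account for their fall. The fall cannot be told apart from an effect of the other differences between the 2 stocks.
The stress response genes of Table S1 had a median log2 fold change of -3.57 with TMM factors computed without the flagella genes. For the same reason, that value alone does not test the share of counts that the flagella genes take. Scaled by library size only, the median was -3.73 for the 7 genes and -0.18 for all tested features. These values argue against that share as the cause of the fall of the group. Across genes, log2 fold change and gene length had a Spearman correlation of 0.06, which does not bear on the 7 genes themselves, since a gene has the same length in both strains. A separate list of genes that depend on RpoS was written from general knowledge, and 20 of its genes are among the features. The 18 tested genes had a median of -1.18 (-1.19 with the replicate block), at percentile 0 of matched lists. Of these, 11 were called lower, and 15 with the replicate block. Its genes were not looked at beforehand, but *rpoS*, *otsA*, *otsB* and other genes of this kind had been seen to fall. A wider fall of genes that depend on RpoS is therefore a hypothesis. Between the CY570 libraries, which both lack reads on the 12 genes, the stress response genes differed by a median of -1.02 (replicate 2 minus replicate 1, lower for 7 of 7 genes) and the flagella genes by 0.36 (higher for 50 of 51). In CY562 the medians were -0.01 and 0.08. With 1 pair of libraries this rests on a single difference, and the fall of the stress response genes between strains cannot be told apart from an effect of the stretch without reads, which includes *fnr*, *uspE* and *dgcM*, or of another difference between the stocks.
Genes of ribose uptake and use were higher in CY570, and the paper does not report on them. The log2 fold change was 3.77 for *rbsA* (standard error 0.11, adjusted p = 2.2e-05 from edgeR), 3.27 for *rbsD*, 2.84 for *rbsC*, 2.52 for *rbsB*, 1.72 for *rbsK* and 0.95 for *rbsR*, which was chosen after its value was seen and overlaps *hsrA* by 35 nt on the opposite strand. The neighbouring genes *kup* and *hsrA* had log2 fold changes of 0.26 and 0.01 and were not called, so extra copies of the wider region do not account for the rise. A strain variant that acts on the operon alone was not tested and may remain.
Outside Table S1, 137 of 3860 tested features were called, 21 higher and 116 lower in CY570, and 125 of them lay outside the 12 adjacent genes. The 10 with the largest fall in the edgeR fit were all among the 12 genes, but with 0 or 1 counts in CY570 their falls are known only as lower bounds, and *gadE*, *hdeB*, *gadB* and *gadA* fell by more than the bound of *abgB* (at least 29.8-fold). The 10 with the largest rise were *intG* (at least 22.7-fold higher), *yedN* (log2 fold change 6.04), *flhD*, *flhC*, *yecT* (2.09) and the 5 *rbs* genes from *rbsD* to *rbsK*. Of the higher features, *intG* and *yecT* lie next to the flagella genes *fliE* and *flhE* on the opposite strand. *yedN* lies beyond *intG*, on the strand of *fliE*. The test below looked only at the nearest feature on each side, so it did not count *yedN* as a neighbour. Reads running on from flagella genes may contribute to such calls. Among features other than *flhD* and *flhC*, 2 of 19 higher features lay next to a flagella gene against 10 of 3839 others (two-sided Fisher's exact p = 0.00147). The same two-sided Fisher's exact test was first run with *flhD* and *flhC* included (3 features, p = 3.83e-05), and they were left out after that result was seen, so it does not settle the question.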

How the results depend on the processing

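The 51 flagella genes were called higher under every alternative that adjusts p over all tested features and gives calls. DEGs numbered 212 with the settings fixed beforehand. DESeq2 gave 362, edgeR's exact test 415 and an adjusted p under 0.05 384. The DEGs lower in CY570 numbered 127, against 245, 297 and 270 under these alternatives. The adjusted p under 0.05 reads the same fit at a looser threshold, so it had to call more and to include all 212 DEGs. DESeq2 and the exact test also called all 212 among their own. Why these tests called more was not tested. The other alternatives gave between 181 and 253 DEGs. The replicate block gave 253, of which 203 were shared. Leaving out ribosomal RNA features, chosen after seeing the data, gave 231. Higher calls were 40.1% of DEGs, against 28.4% with the exact test, 29.7% at an adjusted p under 0.05, 32.3% with DESeq2, 33.2% with library size only and 37.2% with the replicate block. The share was larger with no filter (41%), a 2-fold threshold (42%) and the minimum of 50 counts (44.6%). Table S1 genes called in the table's direction numbered from 72 to 90, stress response genes from 4 to 7 of 7 and biofilm genes from 2 to 3 of 4.
The mean absolute log2 difference of the stress response genes between backgrounds fell from 1.74 to 0.74 without *gadW*, *gadX*, *hdeD* and *slp*, where the exact permutation p of 0.25 is the smallest that 3 genes allow. Under the alternatives of processing it lay between 1.73 and 1.90, and from 1.38 to 2.28 across the 4 fits that each left out 1 library.
Scaling by library size only moved the median log2 fold change of all features from -0.02 to -0.18. Under it, 3 named genes that were not called changed sign, *caiF* from 0.01 to -0.16, *cueO* from 0.06 to -0.1 and *hsrA* from 0.01 to -0.15. These genes lay near 0 and moved about as far as the median of all features. Of the 96 named genes, the replicate block added 5 calls, DESeq2 14, the exact test 16 and an adjusted p under 0.05 12. Library size only and the 2-fold threshold lost 1 each and the minimum of 50 counts lost 2 of the 92 that it still tested. It also left out *abgA*, which was called without it. Leaving out ribosomal RNA features added 2. Leaving out 1 library moved from 2 to 7 of these genes by more than the spread between replicates or to the other sign.
The 4 fits that each left out 1 library kept the direction of all 212 DEGs, and 211 of them stayed at least 1.5-fold without CY562 replicate 2. The DEGs had been selected on the same libraries, so that their directions were kept was close to fixed beforehand. The fits gave no calls, because 1 strain then has a single library, so counts of DEGs have no value for them. The median of the stress response genes ranged from -4.25 to -3.03, *flhD* from 3.41 to 3.66 and *flhC* from 3.06 to 3.42. The alternative pseudocount for RPKM was not run, since the tests used counts.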

Differences from the paper's values

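With the settings fixed beforehand and all 4 libraries, no value set beside the paper's differed from it by more than 1.5 times. The paper counts 91 of the 114 genes of Table S1 as DEGs in MG1655, and 75 were called here. For the genes with a fold change in Table S1, the log2 fold changes here lay within 0.00198 of the paper's. The 16 genes that the paper calls and that were not called here are *pdeL*, *uxaA*, *lgoT*, *modA*, *modB*, *modC*, *cvrA*, *ompF*, *ykfB*, *uspD*, *qseB*, *pbpC*, *eco*, *yiiS*, *yibT* and *yfdY*. Among the alternatives set before the data were examined, the exact test called 15 of them, all but *pdeL*, and DESeq2 called 14, all but *pdeL* and *ompF*. An adjusted p under 0.05 called 11, all but *pdeL*, *modA*, *ompF*, *pbpC* and *yfdY*, and the replicate block called 5, *modC*, *cvrA*, *ompF*, *yiiS* and *yibT*. Adjustment over the Table S1 genes alone brought the number of called genes to 87. None of these settings called *pdeL*, whose log2 fold change was 1.06 (edgeR adjusted p = 0.135). The log2 fold change of *pdeL* rose to 1.48 without CY570 replicate 2. It fell to 0.48 without CY570 replicate 1, a fold of 1.39, which is under the 1.5-fold threshold. Its adjusted p ranged from 0.0105 with edgeR's replicate block, just over the threshold, to 0.21 with DESeq2.
The legend of Figure 6B gives the outer rings to NCM3722 and the inner rings to MG1655. In Table S1, flagella genes make up 60% of the genes upregulated in NCM3722 and 69.9% of those that the paper also calls upregulated in MG1655. The outer ring shows the larger flagella share, about 70% in Figure 6B, read by eye.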

Other observations

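The tests in this part were chosen only after the result was seen, and the genes named here were chosen after their values were seen.
Copper efflux genes differed between the replicates of CY570. The value of *cusF* was 5.72 higher on the log2 scale in replicate 2 than in replicate 1, that of *cusC* 4.85, *cusB* 4.50 and *cusA* 2.84, which were the 4 largest differences among the tested features. In CY562 the same genes were higher in replicate 2 by 1.82, 1.75, 1.71 and 0.85. Without the ribosomal RNA counts, whose share differed between libraries, *cusC* differed by 4.85 in CY570. TMM already scales for that share, so this value alone does not test it. The share was 4.35% and 0.82% in CY570 replicates 1 and 2, against 0.944% and 2.24% in CY562. It fell in CY570 and rose in CY562, whereas the 4 *cus* genes were higher in replicate 2 of both strains. Such a share would lower all other genes alike, but even *cusA*, with the smallest difference of the 4, rose from 130 to 887 counts in CY570. These values argue against ribosomal RNA as the cause for these 4 genes. No biological explanation was tested.
Iron uptake genes differed between the replicates of CY562. *cirA* was 2.39 higher on the log2 scale in replicate 2 than in replicate 1, *fiu* 2.24 and *fepA* 2.07, against 0.46, 0.57 and 0.35 in CY570. Without the ribosomal RNA counts, *fiu* differed by 2.25 in CY562, which for the same reason does not by itself test that share. The share was 0.944% in CY562 replicate 1 and 2.24% in CY562 replicate 2. A larger share would lower the other genes in replicate 2, where *cirA*, *fiu* and *fepA* were higher. These values argue against ribosomal RNA as the cause for these 3 genes. No biological explanation was tested.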
